# Immune checkpoint LAG-3 governs stage-dependent and disease-associated microglial modules in ALS model mice

**DOI:** 10.1186/s12974-026-03919-8

**Published:** 2026-06-25

**Authors:** Yuta Morisaki, Nanaka Nomura, Motoki Ohshima, Miruto Matsuda, Okiru Komine, Takashi Okuda, Koji Yamanaka, Hidemi Misawa

**Keywords:** Amyotrophic lateral sclerosis, LAG-3, Microglia, Disease-associated microglia, Immune checkpoint, Neuroinflammation

## Abstract

Immune checkpoint molecules, inhibitory receptors originally characterized in T cell biology, have recently emerged as regulators of microglial function in neurodegeneration, yet their roles in amyotrophic lateral sclerosis (ALS) remain unexplored. Here, we investigated LAG-3, an inhibitory immune checkpoint receptor, in microglial regulation during ALS pathogenesis using SOD1^G93A^ mice. LAG-3 expression was progressively upregulated in spinal cord microglia during disease progression, and LAG-3-high microglia exhibited a disease-associated microglia (DAM) transcriptional signature. Genetic deletion of LAG-3 produced a biphasic phenotype, with accelerated disease onset but significantly prolonged disease duration. LAG-3 deficiency enhanced inflammatory microglial responses at the early disease stage, whereas at the late stage it suppressed inflammatory signaling while selectively preserving phagocytic effector gene expression, demonstrating that LAG-3 dissociates the inflammatory and phagocytic modules within the DAM program in a stage-dependent manner. These transcriptional changes translated into enhanced phagocytic capacity in primary microglia and amelioration of the spinal cord environment through suppression of inflammatory pathways and restoration of oxidative phosphorylation. Our findings identify LAG-3 as a stage-dependent regulator of microglial functional states in ALS and support the concept that immune checkpoint molecules constitute a class of module-level regulators of microglial function in neurodegeneration.

**Graphical Abstract:**

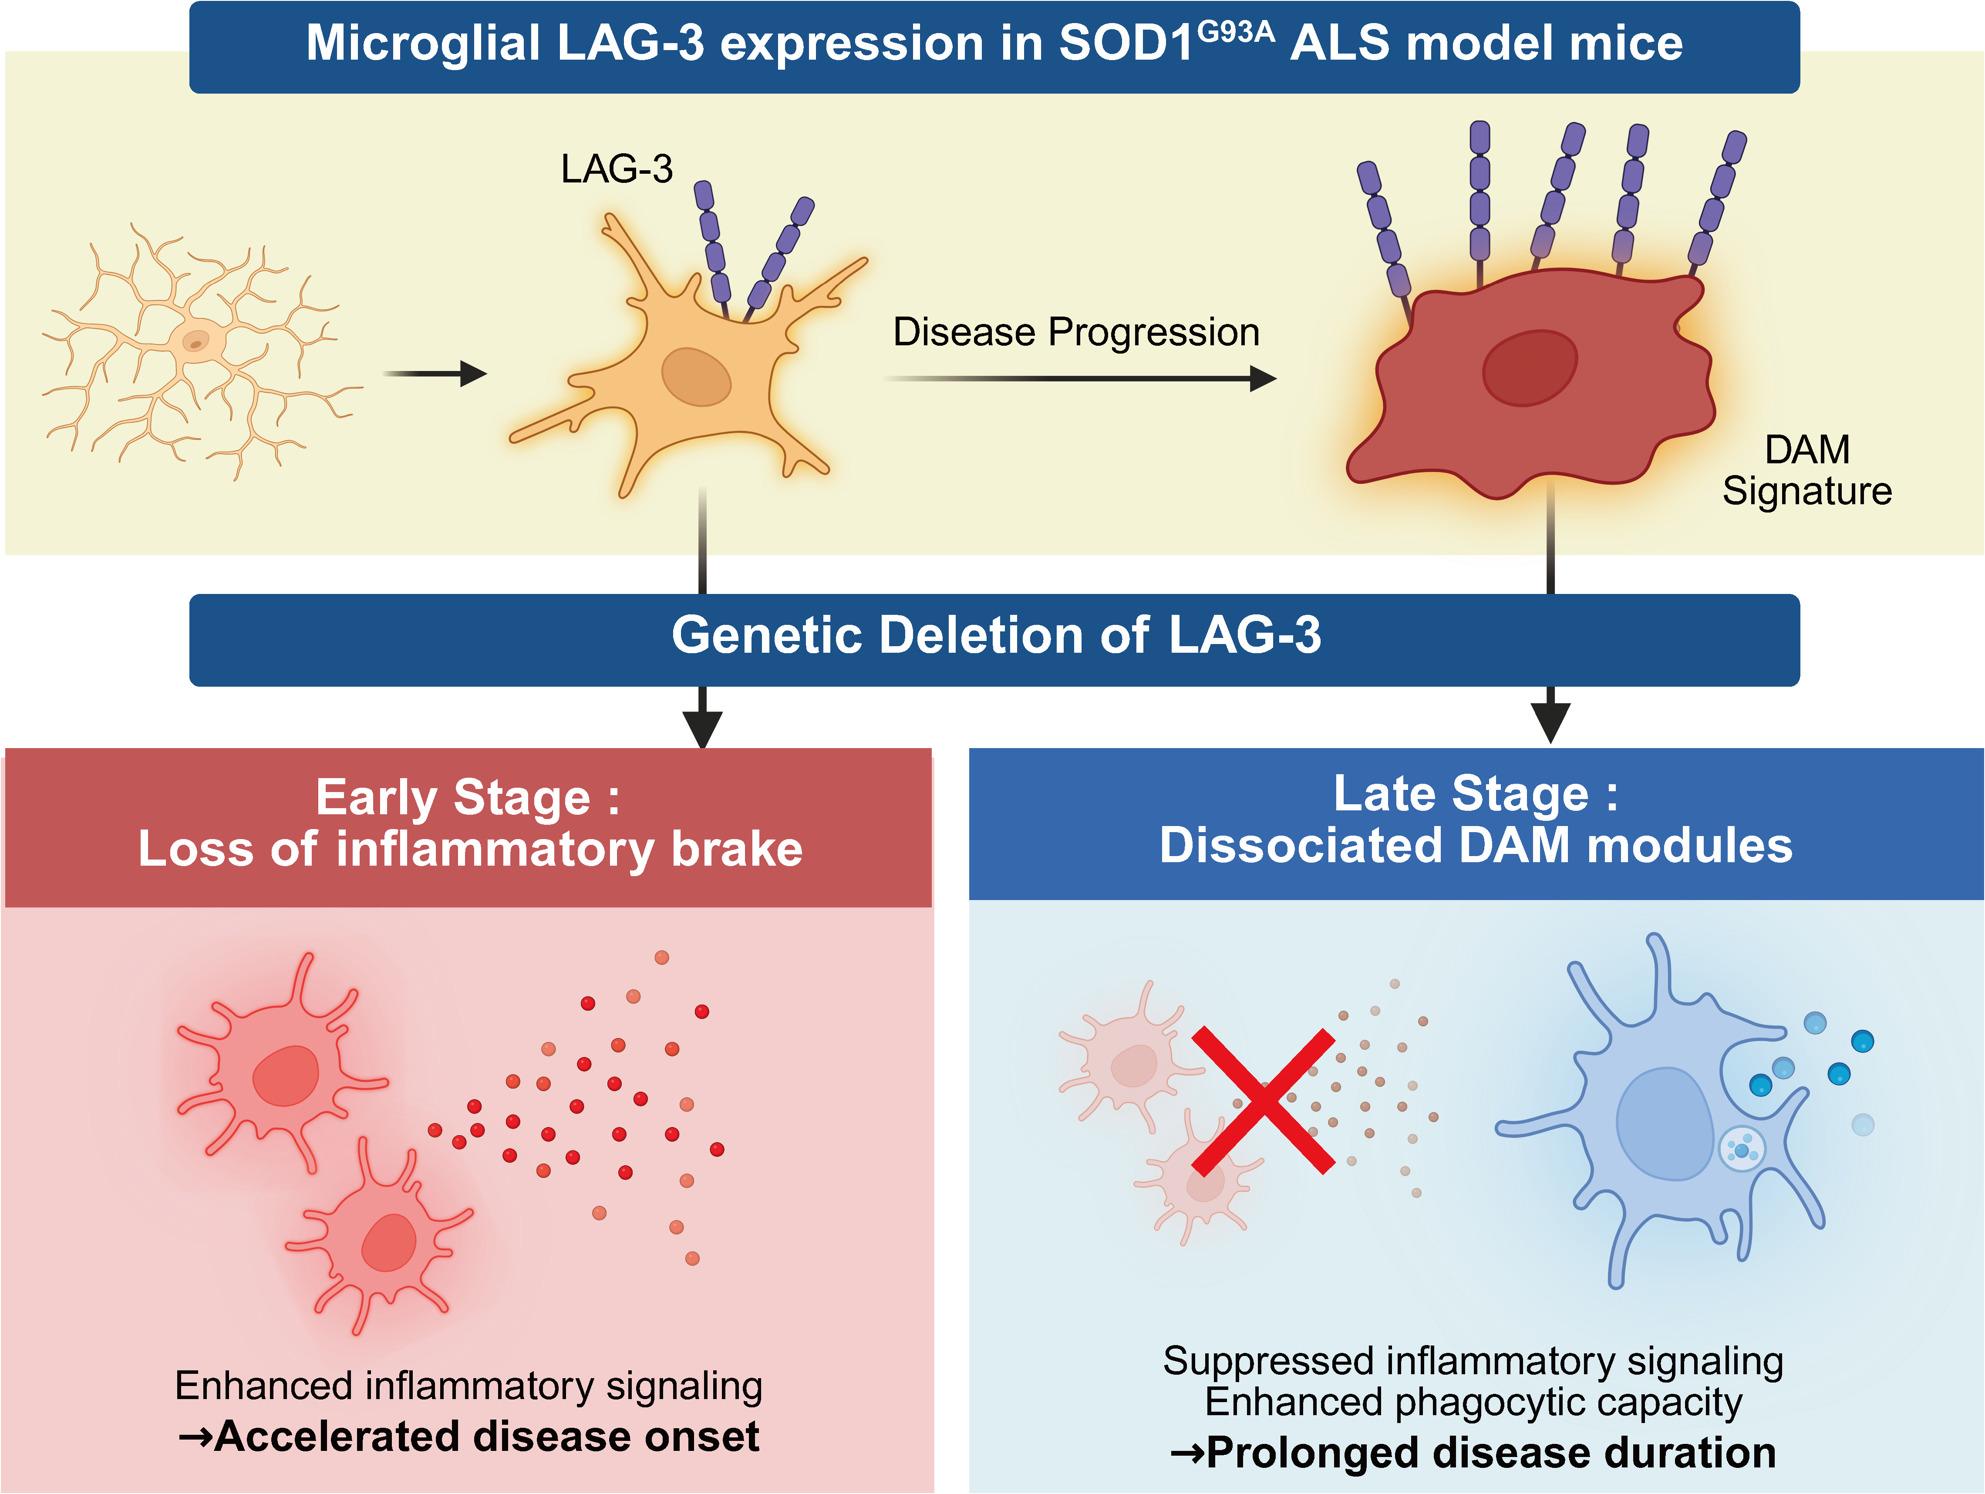

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-026-03919-8.

## Background

Amyotrophic lateral sclerosis (ALS) is a progressive neurodegenerative disease characterized by the selective loss of motor neurons [1, 2]. Beyond motor neuron-intrinsic mechanisms, neuroinflammation mediated by glial cells has been recognized as a critical determinant of disease progression [3–5]. Among the cellular mediators of neuroinflammation, microglia play a pivotal role in shaping the disease course [6–8]. Microglial responses evolve dynamically as the disease progresses; they initially exhibit a neuroprotective phenotype but gradually acquire a dysfunctional profile characterized by chronic inflammation and loss of homeostatic capacity [9–12]. However, the molecular mechanisms that govern these stage-dependent functional transitions remain to be fully elucidated.

Advances in single-cell transcriptomics have revealed that microglia in neurodegenerative conditions adopt a conserved activation state known as disease-associated microglia (DAM), characterized by the upregulation of genes related to lipid metabolism and phagocytosis and the concurrent loss of homeostatic markers [13, 14]. This transcriptional signature has since been documented in ALS, in both mouse models and human patient tissues [15–18]. The DAM program, however, is not a monolithic response; it includes functionally distinct modules, such as phagocytosis, lipid handling, and inflammatory signaling, that may be independently regulated [19, 20]. Elucidating how these modules are coordinated and identifying the molecular drivers that cause microglia to transition to a dysfunctional state are crucial for understanding the pathology of ALS.

Immune checkpoint molecules, inhibitory receptors best known for their roles in T cell exhaustion and cancer immunotherapy [21, 22], have emerged as candidate regulators of microglial functional transitions. A recent study demonstrated that TIM-3 governs the homeostatic-to-DAM transition in microglia in an Alzheimer’s disease model [23], establishing that immune checkpoint molecules can regulate microglial activation states during neurodegeneration.

LAG-3 (lymphocyte activation gene-3, CD223) is an inhibitory receptor originally identified on T cells [21, 24, 25]. We recently demonstrated that LAG-3 is expressed on microglia and functions as an anti-inflammatory checkpoint, with its knockdown enhancing inflammatory responses [26]. However, whether LAG-3 actively regulates microglial functional states during neurodegeneration, and whether its contribution varies with disease stage, has not been addressed.

In the present study, we investigated the role of LAG-3 in microglial regulation during ALS pathogenesis using SOD1^G93A^ mice [27]. Our findings demonstrate that LAG-3 acts as a stage-dependent regulator that dissociates the inflammatory and phagocytic modules within the DAM program, providing a molecular basis for the stage-dependent functional transitions of microglia observed during ALS progression.

## Methods

### Mice

All experiments were reviewed and approved by the Keio University Animal Care and Use Committee, and care was taken to minimize suffering and limit the number of animals used. Transgenic mice carrying the human mutant SOD1^G93A^ gene (B6.Cg-Tg(SOD1*G93A)1Gur/J) and mice with targeted disruption of the LAG-3 gene (B6.129S6(Cg)-Lag3tm1Doi/J) were purchased from Jackson Laboratory.

### Experimental design

Heterozygous SOD1^G93A^ mice were crossed with LAG-3-heterozygous mice to generate SOD1^G93A^/LAG-3^+/+^, SOD1^G93A^/LAG-3^+/−^, and SOD1^G93A^/LAG-3^−/−^ offspring as littermates. Genotypes for *Lag3* and SOD1^G93A^ were determined by polymerase chain reaction (PCR) using genomic DNA extracted from tail biopsies.

To analyze mouse phenotype and survival, SOD1^G93A^/LAG-3^−/−^ and SOD1^G93A^/LAG-3^+/−^ mice were always compared with their SOD1^G93A^/LAG-3^+/+^ littermates. Non-transgenic littermates served as wild-type (WT) controls in tissue analysis experiments. Body weight of each mouse was monitored every 2–3 days. Disease onset was retrospectively determined as the time when mice reached peak body weight. Disease end-stage was defined as the time at which the animal could not right itself within 30 s after being placed on its side. Disease duration was defined as the interval between disease onset and end-stage. Sexes were balanced in each experimental group when analyzing life-span to avoid possible bias from sex-related intrinsic disease severity [28].

### Rotarod test

The Rotor Rod Test was conducted once a week from 12 weeks of age to endpoint with a device (MK-610A, Muromachi Kikai). The mice were able to stay on the rotating wheel at a constant speed of 15 rpm for up to 180 s. The test was conducted three times until the mice fell off the wheel, and the average value was recorded.

### Real-time quantitative PCR

Lumbar spinal cord (L2–L5), cervical lymph nodes, lumbar lymph nodes, and spleen were dissected from mice at each disease stage timepoint and immediately frozen in liquid nitrogen. Total RNA was extracted from each tissue using FastGene™ RNA Basic Kit (Nippon Genetics) according to the manufacturer’s instructions. Reverse transcription (1.5 µg of RNA) and quantitative PCR were performed with PrimeScript™ RT Master Mix (Takara Bio) and KAPA SYBR Fast qPCR Kit (Roche) using a Thermal Cycler Dice Real Time System II (TP950; Takara Bio): initial denaturation at 95 °C for 30 s was followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s, and a final dissociation stage entailing 95 °C for 15 s, 60 °C for 15 s, and 95 °C for 15 s. Primer sequences are listed in Supplementary Table 1. Relative gene expression normalized to mouse *Gapdh* was determined using the ΔΔCt method. All reactions were conducted in duplicate.

### Western blot

For Western blot analysis of LAG-3, Dectin-1, and β-actin, lumbar spinal cord tissue and cultured primary microglia were homogenized in lysis buffer (40 mM HEPES, pH 7.4, 150 mM NaCl, 10% glycerol, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1 × protease inhibitor cocktail (Nacalai Tesque). Protein concentrations were determined by the BCA assay. Aliquots containing 30 µg of protein were subjected to SDS–polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride (PVDF) membranes (Immobilon-P; Merck Millipore). The membranes were blocked for 30 min at room temperature in Tris-buffered saline (TBS; 10 mM Tris–HCl, pH 7.5, and 150 mM NaCl) containing 0.05% Tween-20 (TBS-T) with 5% non-fat skim milk. The membranes were then incubated overnight at 4 °C with primary antibodies as follows: rabbit monoclonal anti-LAG-3 antibody (1:1,000, ab209238; Abcam), rabbit monoclonal anti-Dectin-1 antibody (1:1,000, 30260; CST), and mouse monoclonal anti-β-actin antibody (1:3,000, MAB1501; Merck). The membranes were incubated with appropriate horseradish peroxidase-conjugated secondary antibodies (Bio-Rad). Proteins were detected using ECL Prime Western Blotting Detection Reagent (Cytiva) and images were acquired using an ODYSSEY Fc Imaging System (LI-COR Biosciences).

### Immunohistochemistry

Mice were anesthetized with isoflurane and perfused transcardially with phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer at pH 7.4 (PB). The spinal cord was dissected and postfixed in the same fixative overnight at 4 °C, then immersed in 20% sucrose in PB overnight at 4 °C. The tissue was then frozen in OCT compound (Sakura Finetek). The lumbar region of the spinal cord was serially sectioned at 40 µm using a cryostat. Sections were immunohistochemically processed as previously described [29]. For confocal scanning fluorescence microscopy, sections were incubated with primary antibodies, then with Alexa Fluor-conjugated secondary antibodies (1:200; Invitrogen), and mounted in Fluoromount-G (Southern Biotechnology).

The primary antibodies and dilutions used were as follows: rabbit polyclonal anti-Iba1 (1:1,000, 019–19741; FUJIFILM Wako), goat polyclonal anti-Iba1 (1:500, 011–27991; FUJIFILM Wako), rabbit monoclonal anti-LAG-3 antibody (1:1,000, ab209238; Abcam), mouse monoclonal anti-GFAP (1:3,000, G3893; Sigma-Aldrich), rat monoclonal anti-Dectin-1 (1:500, mabg-mdect-2; InvivoGen), goat polyclonal anti-Axl (1:500, AF854; R&D Systems), rat monoclonal anti-CD68 (1:1,000, MCA1957; Bio-Rad), goat polyclonal anti-ChAT (1:500, AB144P; Sigma-Aldrich) and rat monoclonal anti-LAMP1 (1:200, 121601; Biolegend). Sections were examined using an Olympus FV-3000 and FV-4000 confocal microscope system (Tokyo, Japan). Quantitative analyses of fluorescence images were performed using Fiji (ImageJ), and three spinal cord sections per animal were analyzed.

For the assessment of motor neuron number, cells with ChAT^+^ cytoplasm located in the ventral horn were deemed to be motor neurons. For microglial morphology and CD68 immunoreactivity analysis, LAG-3-high and LAG-3-low Iba1^+^ cells were classified based on LAG-3 fluorescence intensity. Individual Iba1^+^ cells were outlined in Fiji, and morphological parameters (soma area, circularity, solidity) were calculated using the Analyze Particles function. CD68 immunoreactivity in LAG-3-high and LAG-3-low Iba1^+^ cells was quantified as mean fluorescence intensity within each cell outline, measured in Fiji.

### Flow cytometry and FACS sorting

Mice were anesthetized with isoflurane and perfused transcardially with PBS. The lumbar spinal cord was dissected and collected in DMEM high-glucose medium supplemented with 10% fetal bovine serum (FBS). Tissues were mechanically dissociated by trituration on ice and passed through a 100 µm cell strainer. To isolate immune cells, the cell suspension was resuspended in 37% Percoll PLUS (Cytiva) and centrifuged at 780 × g for 20 min. After centrifugation, the myelin debris layer was removed, and the cell pellet containing immune cells, including microglia, was collected. Isolated cells were washed with PBS containing 2% FBS and 0.1% sodium azide, and Fc receptors were blocked with an anti-CD16/CD32 antibody prior to cell surface labeling. Cell surface staining was performed for 30 min at 4 °C using the following antibodies: anti-CD45-PE, anti-CD11b-FITC, anti-CD25-BV421, anti-NK1.1-PE-Cy7 (Biolegend), anti-CD45-BUV805, anti-CD11b-BV605, anti-CD3-PerCP, anti-CD4-PE, anti-CD8-FITC (BD Biosciences), and anti-LAG-3-Alexa Fluor 647 conjugate (CST). Microglia were identified as CD11b^+^/CD45^int^. Infiltrating lymphoid populations were identified as: CD8 + T cells (CD45^hi^/CD3^+^/CD8^+^), CD4 + T cells (CD45^hi^/CD3^+^/CD4^+^/CD25^−^), regulatory T cells (CD45^hi^/CD3^+^/CD4^+^/CD25^+^), and NK cells (CD45^hi^/CD3^−^/NK1.1^+^). Dead cells were identified by staining with propidium iodide. Flow cytometry analysis and cell sorting were performed using a BD FACSAria III and BD FACSymphony A5 (BD Biosciences), and data were analyzed using FlowJo software (Tree Star). For RNA-seq experiments, microglia were further sorted into LAG-3-high and LAG-3-low populations based on LAG-3 fluorescence intensity, with gating thresholds defined according to the fluorescence minus one (FMO) control and the LAG-3 intensity distribution.

### RNA-sequencing

#### Microglia RNA-seq

For microglial transcriptomic analyses, CD11b^+^/CD45^int^ microglia were sorted from the lumbar spinal cord using a BD FACSAria III cell sorter. For the characterization of LAG-3-expressing microglia, microglia from P140 SOD1^G93A^ mice were further separated into LAG-3-high and LAG-3-low populations, with WT microglia serving as controls. For the stage-dependent analysis, CD11b^+^/CD45^int^ microglia were sorted from SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice at both P120 and P140. RNA-sequencing libraries were prepared using the SMART-seq mRNA HT LP Kit (Takara Bio) according to the manufacturer’s instructions. The libraries were sequenced on an Illumina NovaSeq X Plus platform with paired-end 150 bp reads.

#### Spinal cord bulk RNA-seq

For bulk RNA-seq analysis of the lumbar spinal cord, total RNA was extracted from P140 SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ lumbar spinal cord tissue as described in the qPCR section. Sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions. The libraries were sequenced on an Illumina NovaSeq X Plus platform with paired-end 150 bp reads.

### Bioinformatics analysis

Raw sequencing reads were processed with Trim Galore (version 0.6.7) for quality control and adapter trimming. Transcript abundance was quantified using Salmon (version 1.9.0) against the mouse reference transcriptome (GRCm39). Count matrices were generated using tximport in R (v4.2.1). Principal component analysis (PCA) was performed using the prcomp function on log-transformed, variance-stabilized count data.

Differential gene expression analysis was performed using DESeq2 (v1.48.2). For the LAG-3-high versus LAG-3-low comparison and the P140 spinal cord comparison, genes with an adjusted *p*-value < 0.1 and |log2 fold change|> 1 were considered differentially expressed. For the stage-dependent microglial analysis, a two-way ANOVA-like model was fitted with DESeq2, using genotype (LAG-3^+/+^ vs LAG-3^−/−^) and disease stage (P120 vs P140) as factors, with their interaction term included. This design enabled identification of genes affected by genotype, disease stage, and the genotype-by-stage interaction, the last of which specifically isolates stage-dependent effects of LAG-3 deletion. Genes with significant interaction terms were further classified by the direction of the interaction coefficient to distinguish genes upregulated or downregulated by LAG-3 deletion specifically at the late disease stage.

Gene Ontology (GO) enrichment analysis of biological processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed using clusterProfiler (v4.16.0) in R. Volcano plots and heatmaps were generated using the ggplot2 (v4.0.1) and ComplexHeatmap (v2.24.1) packages, respectively. For heatmap visualization, gene expression values were z-score normalized across samples.

### Primary microglia isolation from adult spinal cord

Primary microglia were isolated from the lumbar spinal cord of SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice at the early symptomatic (P120) and late symptomatic (P140) stages. The isolation method followed the modified protocol for the brain of adult mice [30], adapted for spinal cord samples. Mice were anesthetized with isoflurane and perfused transcardially with PBS. The lumbar spinal cord was rapidly dissected and minced in an enzyme digestion mix (2 mg/mL collagenase type A, 70 U/mL DNase I, 10 mM HEPES and 5% FBS in HBSS). The tissue was incubated at 37 °C for 15 min with gentle agitation every 5 min, then sequentially dissociated to a single-cell suspension using two flame-polished Pasteur pipettes of decreasing bore size. The cell suspension was filtered through a sterile 70 µm nylon cell strainer and centrifuged at 300 × g for 10 min at 4 °C. The cell pellet was resuspended in 37% Percoll PLUS and centrifuged at 780 × g for 20 min. After centrifugation, the myelin debris layer was removed and the cell pellet was washed with PBS at 300 × g for 10 min. Red blood cells were lysed by incubation in Hemolysis Buffer for 2 min at room temperature, followed by washing in PBS. Cells were seeded in T25 flasks in complete medium (DMEM/F-12 supplemented with 10% FBS, 1% GlutaMAX and 1% penicillin/streptomycin). After 3 h, non-adherent cells were removed by medium exchange. The following day, recombinant GM-CSF and M-CSF were added at a final concentration of 100 ng/mL each to support microglial proliferation. On day 3 post-seeding, the medium was replaced with fresh medium supplemented with the same concentrations of GM-CSF and M-CSF. The cells were maintained for a total of 7 days before being used in functional assays.

### Phagocytosis assay

The phagocytic capacity of primary microglia was assessed using pHrodo™ Deep Red E. coli BioParticles™ Conjugate (Thermo Fisher Scientific). Primary microglia isolated from SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice at the early symptomatic and late symptomatic stages were seeded in 96-well plates (2 × 10^4^ cells/well) and allowed to adhere for 24 h. Cells were then incubated with fluorescent bioparticles at 500 µg/mL, and the plates were transferred to a NIVO plate reader (Revvity) maintained at 37 °C. Fluorescence intensity was recorded every 30 min for 4 h. At each time point, background fluorescence from beads-only control wells was subtracted from the experimental values to calculate net phagocytic uptake. The area under the curve (AUC) was calculated over the 0–4 h period to quantify cumulative phagocytic activity.

### Generation of mouse Lag3 expression plasmid and LAG-3 rescue transfection experiment

A mouse Lag3 expression plasmid (pCMV-mLag3) was constructed by replacing the DsRed-Monomer coding sequence of the pDsRed-Monomer-C1 vector (Takara Bio) with the full-length mouse Lag3 open reading frame using standard molecular cloning techniques. The construct expresses mLag3 under control of the CMV promoter. An empty vector lacking both DsRed-Monomer and Lag3 sequences was used as the mock control. All constructs were verified by Sanger sequencing.

Primary microglia isolated from P140 SOD1^G93A^/LAG-3^−/−^ mice were cultured for 7 days as described above. On day 7, cells were transfected with either pCMV-mLag3 or empty vector control using Lipofectamine 3000 according to the manufacturer's instructions. 0.25 µg of plasmid DNA was delivered per well in 96-well format. At 72 h post-transfection, transfection efficiency and LAG-3 expression were confirmed by Western blot analysis. Phagocytosis assay was performed at 72 h post-transfection as described above.

### Immunocytochemistry

For immunocytochemical analysis of phagocytic uptake, primary microglia from SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice were seeded in 96-well plates (2 × 10^4^ cells/well) and allowed to adhere for 24 h. Cells were incubated with pHrodo™ Deep Red E. coli BioParticles™ Conjugate (500 µg/mL) for 2 h, then fixed and immunostained as previously described [26]. For confocal fluorescence microscopy, cells were incubated with rabbit polyclonal anti-Iba1 antibody (1:1,000, 019–19741; FUJIFILM Wako) as the primary antibody, followed by an Alexa Fluor-conjugated secondary antibody (1:400; Invitrogen) and DAPI (1:3,000; Molecular Probe). Cells were mounted in Fluoromount-G (Southern Biotechnology) and examined using an Olympus FV-3000 confocal microscope system.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism software (v10.5.0). Data are presented as mean ± standard error of the mean (SEM). For comparisons among three or more groups, one-way analysis of variance (ANOVA) was used followed by Tukey’s multiple comparisons test for all pairwise comparisons, or Dunnett’s multiple comparisons test when comparisons were made against a single control group. For experiments with two independent variables (e.g., genotype and disease stage), two-way ANOVA was performed followed by Bonferroni's multiple comparisons test for all pairwise comparisons. Survival curves were analyzed using the Kaplan–Meier method and compared by the log-rank (Mantel–Cox) test. Comparisons between two groups were performed using an unpaired Student’s t-test. Statistical significance was defined as *p* < 0.05. The specific statistical tests and sample sizes for each experiment are detailed in the corresponding figure legends.

## Results

### LAG-3 is upregulated in spinal microglia during disease progression of SOD1^G93A^ mice

We first characterized the spatiotemporal expression of LAG-3 in the lumbar spinal cord of SOD1^G93A^ mice. LAG-3 mRNA levels increased progressively as the disease advanced, with marked upregulation at the late symptomatic stage (P140) (Fig. 1A). Consistent with this transcriptional increase, LAG-3 protein levels were also elevated, as shown by Western blot analysis (Fig. 1B-C).

**Fig. 1:**
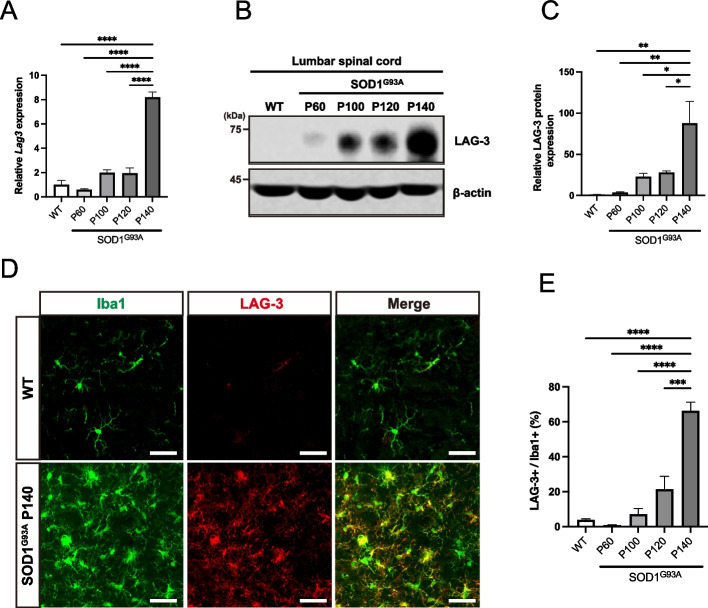
LAG-3 is upregulated in spinal microglia during disease progression of SOD1^G93A^ mice. **A** Quantitative PCR analysis of LAG-3 mRNA in lumbar spinal cord showing progressive increase during disease progression with dramatic elevation at P140. *n* = 3 per group. Mean ± SEM. ****p < 0.0001 by one-way ANOVA with Tukey's multiple comparisons test. **B** Representative Western blots showing LAG-3 and β-actin in lumbar spinal cord lysates. **C** Densitometric quantification of LAG-3 showing progressive accumulation with prominent upregulation at P140. *n* = 3 per group. Mean ± SEM. *p < 0.05, **p < 0.01 by one-way ANOVA with Tukey's multiple comparisons test. **D** Representative immunofluorescence images of LAG-3 and Iba1 in lumbar spinal cord ventral horn from WT and SOD1^G93A^ P140. LAG-3 is predominantly localized to Iba1^+^ microglia/macrophages. Scale bars: 40 μm. **E** Quantification of LAG-3^+^/Iba1^+^ double-positive area showing progressive increase during disease progression with marked elevation at P140. n = 3 mice per group. Mean ± SEM. ***p < 0.001, ****p < 0.0001 by one-way ANOVA with Tukey's multiple comparisons test

To determine whether this LAG-3 upregulation is restricted to the central nervous system, we examined LAG-3 mRNA levels in peripheral lymphoid tissues throughout disease progression. In contrast to the spinal cord, *Lag3* expression in cervical lymph nodes, lumbar lymph nodes, and spleen remained unchanged from presymptomatic through late symptomatic stage (Sup. Fig. 1A-C).

We next sought to identify which cell types within the spinal cord express LAG-3 during the disease. Flow cytometric analysis of immune cell populations in P140 SOD1^G93A^ spinal cord revealed that microglia had significantly higher LAG-3 expression compared to other immune cells examined, including infiltrating T cell subsets (CD8^+^, CD25^−^/CD4^+^, CD25^+^/CD4^+^ Treg) and NK cells (Sup. Fig. 1D, E). This identifies microglia as the dominant LAG-3-expressing immune cell type within the diseased spinal cord. Consistent with this finding, immunohistochemical analysis demonstrated that LAG-3 immunoreactivity in spinal cord sections colocalized with Iba1 (Fig. 1D), with progressively increasing LAG-3^+^ microglia/macrophages during disease progression (Fig. 1E). Within the spinal cord, LAG-3-expressing Iba1^+^ cells were predominantly distributed in the ventral horn and intermediate zone, where motor neuron degeneration occurs, with minimal expression in the dorsal horn (Sup. Fig. 1F).

### LAG-3-high microglia exhibit disease-associated microglia signature

To examine the transcriptional identity of LAG-3-expressing microglia, we isolated microglia from the spinal cord of P140 SOD1^G93A^ mice by FACS. CD11b^+^/CD45^int^ microglia (Sup. Fig. 2A) displayed broad LAG-3 immunoreactivity, with overall expression markedly higher in SOD1^G93A^ than in WT microglia (Fig. 2A). 

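RNA was sequenced from 4 libraries of WT microglia and from 5 libraries each of SOD1 G93A microglia with low and with high LAG-3 on their surface, all CD11b+/CD45 int cells sorted from lumbar spinal cord. The libraries were made with the SMART-seq mRNA HT LP kit, which amplifies full-length cDNA from small amounts of RNA. The authors trimmed the reads with Trim Galore, quantified transcripts with Salmon against GRCm39 and summed the estimates per Ensembl gene with tximport. The deposited table holds the resulting estimated counts of 74021 genes, which are neither whole numbers nor normalized. WT libraries totalled 9403475 to 18882504 counts with a median of 17266124.5. LAG-3-low libraries totalled 13542758 to 22850586 counts with a median of 18605005, and LAG-3-high libraries 15424178 to 21407655 counts with a median of 17581597. Between 17031 and 20398 genes had at least 1 count in WT libraries, 21588 to 26852 in LAG-3-low libraries and 20527 to 21263 in LAG-3-high libraries. The counts were rounded to whole numbers, and edgeR's filterByExpr left 16508 genes for the tests. Library sizes were scaled by edgeR's TMM method, whose factors were 0.860 to 1.22 in WT, 1.07 to 1.17 in LAG-3-low and 0.830 to 0.915 in LAG-3-high libraries. Levels are given as CPM, edgeR's counts scaled to a common library size, after this scaling. All 14 libraries entered 1 model with a common dispersion of 0.691, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called at an adjusted p below 0.1 and an absolute log2 fold change above 1, the thresholds of the paper's methods. The LAG-3-low and LAG-3-high libraries carry the same replicate numbers, and the paper's text does not state whether libraries with the same number came from the same animal. The deviations of same-numbered libraries from their group means correlated across genes with r = 0.0323, against -0.00808 for libraries with different numbers, and genes are not independent replicates. The levels of *Xist* and of Y-linked transcripts matched the listed sex in each of the 14 libraries.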

We defined gating thresholds to separate LAG-3-high and LAG-3-low subpopulations (Fig. 2A) and isolated each fraction alongside WT microglia for RNA-seq. *Lag3* transcript levels progressively increased from WT through LAG-3-low to LAG-3-high microglia (Fig. 2B). In addition, *Havcr2* (encoding TIM-3) was higher in LAG-3-high than in LAG-3-low microglia (Sup. Fig. 2B).

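*Lag3* (ENSMUSG00000030124) lies on the minus strand of chromosome 6 of GRCm39, from 124881320 to 124888765, and encodes LAG-3. Its level was 4.61 ± 4.60 CPM (SD, n = 4) in WT microglia, 43.5 ± 8.72 CPM (SD, n = 5) in LAG-3-low microglia and 169 ± 18.0 CPM (SD, n = 5) in LAG-3-high microglia. In each of the 3 pairs of groups, every library of one group exceeded every library of the other (two-sided exact permutation test on log2 CPM, p = 0.00794, the smallest p that these group sizes allow). The log2 fold change was 3.24 between LAG-3-low and WT microglia (standard error 0.65, adjusted p = 0.00515 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.20 between LAG-3-high and WT microglia (standard error 0.72, adjusted p = 0.000238). Between LAG-3-high and LAG-3-low microglia it was 1.96 (standard error 0.56, adjusted p = 0.0837 from the same edgeR test). With each of the 10 SOD1 G93A libraries left out in turn, this last log2 fold change stayed between 1.89 and 2.09 while its edgeR adjusted p rose to between 0.122 and 0.202. With the replicate number as a block it was 1.93 with an edgeR adjusted p of 0.173. The alternative that moved the difference in mean log2 CPM most was leaving out the TMM factors, which lowered it from 1.98 to 1.60 with the same exact permutation p of 0.00794.

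**Figure D1:**
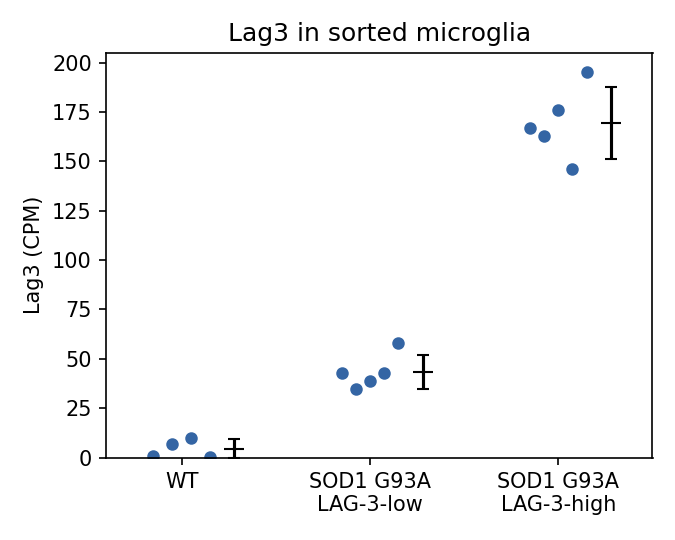
*Lag3* level in CPM in each library of sorted microglia. Points are libraries, and the bars beside them show the mean and SD of each group; the LAG-3-high libraries lie between 146 and 195 CPM, above the 34.8 to 57.8 CPM of the LAG-3-low libraries.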

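*Havcr2* (ENSMUSG00000020399, plus strand of chromosome 11 of GRCm39, from 46345673 to 46374149) reached 310 ± 45.6 CPM (SD, n = 5) in LAG-3-high microglia, 213 ± 14.7 CPM (SD, n = 5) in LAG-3-low microglia and 227 ± 71.9 CPM (SD, n = 4) in WT microglia. Every LAG-3-high library exceeded every LAG-3-low library (two-sided exact permutation test, p = 0.00794, the smallest possible). In the test across all genes, the log2 fold change between these fractions was 0.54 (standard error 0.19, adjusted p = 0.182 from edgeR with Benjamini-Hochberg adjustment), and with the replicate number as a block 0.53 (edgeR adjusted p = 0.283). The separation depended on the TMM factors. Without them the difference in mean log2 CPM was 0.16 (exact permutation p = 0.151). Against WT microglia, *Havcr2* differed by a log2 fold change of 0.45 in the LAG-3-high fraction (edgeR adjusted p = 0.121, exact permutation p = 0.0635) and of -0.09 in the LAG-3-low fraction (edgeR adjusted p = 0.793, exact permutation p = 0.746). The latter difference changed sign without the TMM factors.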

**Fig. 2:**
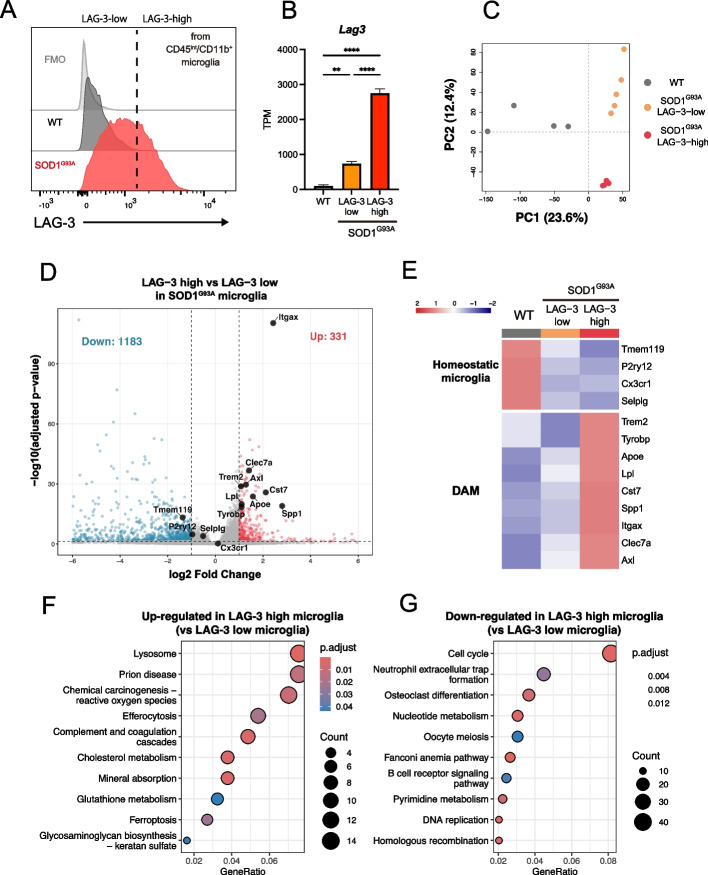
LAG-3-high microglia exhibit disease-associated microglia signature. **A** Representative flow cytometry histogram showing LAG-3 expression on CD11b^+^/CD45^int^ spinal cord microglia from WT and SOD1^G93A^ P140 mice. FMO (fluorescence minus one) control is shown in light gray. Dashed lines indicate gating thresholds defining LAG-3-low and LAG-3-high populations. **B** Quantitative validation of *Lag3* transcript levels (TPM, Transcripts Per Million) in sorted microglial subpopulations. Mean ± SEM. **p < 0.01, ****p < 0.0001 by one-way ANOVA followed by Tukey's post-hoc test. **C** Principal component analysis (PCA) of transcriptomes from WT microglia (*n* = 4), SOD1^G93A^ LAG-3-low (*n* = 5), and SOD1^G93A^ LAG-3-high (*n* = 5) microglia. **D** Volcano plot showing differentially expressed genes (DEGs) between LAG-3-high and LAG-3-low microglia from SOD1^G93A^ mice. DAM and homeostatic microglial markers are labeled. **E** Heatmap displaying z-score normalized expression of homeostatic and DAM marker genes across WT, LAG-3-low, and LAG-3-high microglia. **F**, **G** KEGG pathway enrichment analysis of genes upregulated (**F**) or downregulated (**G**) in LAG-3-high microglia

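The counts of the 16508 genes that passed the filter were variance-stabilized with DESeq2 and their principal components computed with prcomp, without scaling the genes. The first component held 37.1% of the variance and the second 14.2%. On the first component the 4 WT libraries lay between -320.5 and -32.0, apart from the LAG-3-low libraries at 53.3 to 75.2 and the LAG-3-high libraries at 64.2 to 71.3, whose ranges overlapped. On the second component the LAG-3-high libraries lay between 79.6 and 90.8 and the LAG-3-low libraries between -96.9 and -49.1. The WT libraries spread from -75.7 to 50.8 there, between and among the other libraries. With the 500 most variable genes the first component held 41.3% and the second 35.3% of the variance, and with every gene with at least 1 count 30.3% and 12.85%.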

Principal component analysis (PCA) revealed clear transcriptional separation among WT microglia, SOD1^G93A^ LAG-3-low microglia, and SOD1^G93A^ LAG-3-high microglia, with PC1 (23.6%) primarily separating disease from non-disease states and PC2 (12.4%) distinguishing LAG-3 expression levels (Fig. 2C). Differential gene expression analysis identified 1,183 downregulated and 331 upregulated genes in LAG-3-high compared with LAG-3-low microglia (Fig. 2D). 

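Of the 16508 genes tested, 135 were called higher and 441 lower in LAG-3-high than in LAG-3-low microglia, so 76.6% of the calls were lower. At an unadjusted p under 0.05 there were 1988 genes. The counts rose most when the 2 fractions were fitted without the WT libraries, to 327 higher and 1123 lower. With the replicate number as a block, 95 genes were called higher and 296 lower. DESeq2 called 202 higher and 929 lower, among them 114 of the 135 and all 441 of the calls above. The largest rises among the called genes were in *Atp6v0d2* (log2 fold change 4.02, adjusted p = 0.0996 from edgeR with Benjamini-Hochberg adjustment), *Gpnmb* (3.35, edgeR adjusted p = 0.0522) and *Spp1* (2.91, edgeR adjusted p = 0.00321). *Atp6v0d2* averaged 59.5 ± 22.2 CPM (SD, n = 5) in LAG-3-high and 3.66 ± 3.97 CPM (SD, n = 5) in LAG-3-low microglia, and its edgeR adjusted p ranged from 0.0890 to 0.221 when single libraries were left out, while that of *Gpnmb* ranged from 0.0702 to 0.144. The largest falls were in *Cd177*, *Camp* and *Lcn2*. *Cd177*, a neutrophil surface protein gene, was at least 6335-fold lower and *Lcn2* at least 4844-fold lower in LAG-3-high microglia, where no library held more than 3 counts of either gene. *Camp* averaged 3446 ± 1306 CPM (SD, n = 5) in LAG-3-low and 0.0493 ± 0.110 CPM (SD, n = 5) in LAG-3-high microglia (log2 fold change -15.84, edgeR adjusted p = 7.04e-06). A list of 10 neutrophil genes, which includes *Camp*, summed to 46210 ± 17390 CPM of the library total (SD, n = 5) in LAG-3-low microglia, 489 ± 57.0 (SD, n = 5) in LAG-3-high microglia and 29990 ± 25730 (SD, n = 4) in WT microglia.

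**Figure D2:**
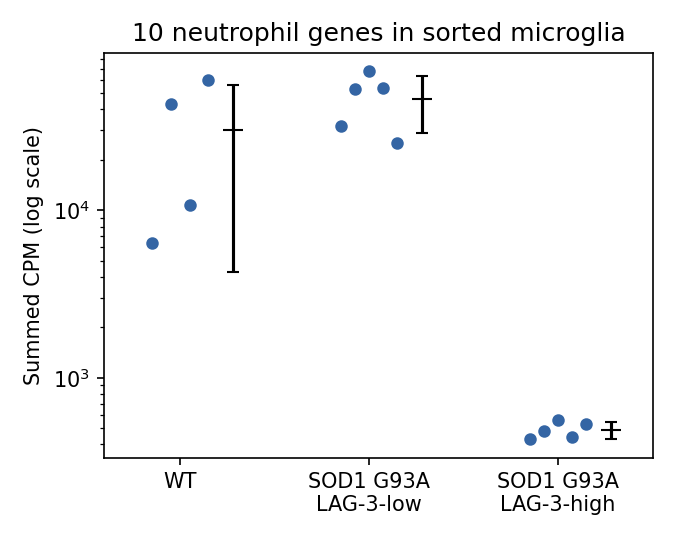
Sum of 10 neutrophil genes in CPM of the library total, on a log axis, in each library of sorted microglia. Points are libraries, and the bars beside them show the mean and SD of each group; the LAG-3-high libraries lie between 429.8 and 563.3, below the LAG-3-low libraries at 25150 to 67470.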

LAG-3-high microglia exhibited elevated expression of established disease-associated microglia (DAM) markers, including *Trem2, Tyrobp, Apoe, Lpl, Cst7, Spp1, Itgax, Clec7a,* and *Axl,* while showing reduced expression of homeostatic markers such as *Tmem119, P2ry12, Cx3cr1,* and *Selplg* (Fig. 2D). 

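The 9 DAM markers named had positive log2 fold changes between LAG-3-high and LAG-3-low microglia, from 1.17 for *Trem2* to 2.91 for *Spp1*. Of these, 4 were called by edgeR with Benjamini-Hochberg adjustment over all genes tested. *Trem2* averaged 2000 ± 89.8 CPM against 892 ± 129.3 CPM (SD, n = 5 each; edgeR adjusted p = 0.00293) and *Spp1* 22057 ± 1902 CPM against 2938 ± 1257 CPM (SD, n = 5 each). *Cst7* averaged 1459 ± 211.1 CPM against 314 ± 85.5 CPM (SD, n = 5 each), a log2 fold change of 2.22 (edgeR adjusted p = 0.0732), with LAG-3-low replicate 4 at 167.6 CPM, below the other LAG-3-low libraries. *Clec7a* averaged 1508 ± 56.6 CPM against 530 ± 72.4 CPM (SD, n = 5 each), a log2 fold change of 1.51 (edgeR adjusted p = 0.0288). With the replicate number as a block, *Trem2* (edgeR adjusted p = 0.0177) and *Spp1* (0.00838) were still called, and *Clec7a* (0.101) and *Cst7* (0.121) were not. *Cst7* also lost its call with any single library left out. The remaining 5 markers were not called at an adjusted p of 0.115 for *Itgax*, 0.121 for *Tyrobp*, 0.159 for *Apoe*, 0.170 for *Lpl* and 0.470 for *Axl* from the same edgeR test, with log2 fold changes of 2.52, 1.20, 1.67, 1.20 and 1.38. For each of these 5, every LAG-3-high library exceeded every LAG-3-low library. Adjusted over the 9 markers alone, 9 were called. The main fit drew its dispersion from the WT libraries too. Levels across genes correlated at 0.645 to 0.777 among WT, 0.872 to 0.903 among LAG-3-low and 0.927 to 0.936 among LAG-3-high libraries. When only the 2 fractions were fitted, all 9 markers were called over all genes. *Apoe* was the most abundant of them at 87378 ± 10194 CPM against 27401 ± 5744 CPM (SD, n = 5 each). Of the 4 homeostatic markers, *Tmem119* fell by 1.29 on the log2 scale (edgeR adjusted p = 0.0477; 0.111 with the replicate block), from 1232 ± 362 to 504 ± 58.9 CPM (SD, n = 5 each). Its call was lost in 6 of the 10 fits that each left out 1 library. *P2ry12* fell by 0.88 (edgeR adjusted p = 0.0507), below the minimum fold change of a call. *Selplg* fell by 0.43 (edgeR adjusted p = 0.586), and *Cx3cr1* was higher by 0.19 (edgeR adjusted p = 0.772). Of 14 genes tested from a list of microglial genes, 4 were called higher and 0 lower in LAG-3-high microglia (median log2 fold change 0.516). The changes of single markers were not separated from this shift or from RNA of other cells in the sorts.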

Heatmap analysis further revealed a progressive shift in microglial phenotype from homeostatic (WT) to intermediate (LAG-3-low) to fully activated DAM state (LAG-3-high) (Fig. 2E).

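Across WT, LAG-3-low and LAG-3-high microglia, 7 of the 9 DAM markers rose at both steps in mean level, and 7 were called higher in LAG-3-low than in WT microglia by edgeR with Benjamini-Hochberg adjustment. *Spp1* averaged 57.6 ± 43.4 CPM (SD, n = 4) in WT microglia, and its log2 fold change was 5.67 in LAG-3-low microglia (standard error 0.58, edgeR adjusted p = 6.01e-05) and 8.58 in LAG-3-high microglia (standard error 0.66, edgeR adjusted p = 1.92e-06). Relative to WT, the log2 fold changes in the LAG-3-low fraction were 3.95 for *Apoe*, 3.53 for *Lpl*, 6.10 for *Cst7*, 5.42 for *Itgax*, 3.53 for *Clec7a* and 4.65 for *Axl*, and in the LAG-3-high fraction 5.63, 4.73, 8.31, 7.94, 5.04 and 6.03. The order was different for *Trem2* and *Tyrobp*, whose means in LAG-3-low microglia were below those of WT microglia at 1295 ± 406 and 1939 ± 1611 CPM (SD, n = 4). Their log2 fold changes against WT were -0.54 (edgeR adjusted p = 0.0645) and -0.50 (edgeR adjusted p = 0.406) in the LAG-3-low fraction, and 0.63 (edgeR adjusted p = 0.0327) and 0.70 (edgeR adjusted p = 0.223) in the LAG-3-high fraction. The direction of *Tyrobp* between LAG-3-low and WT microglia reversed to 0.70 after a correction for transcript length and GC content (edgeR adjusted p = 0.00766) and to 0.22 without WT replicate 4. Of 14 genes tested from a list of microglial genes, 5 were called lower and 0 higher in LAG-3-low than in WT microglia (median log2 fold change -0.597). RNA of other cells in the sorts was not separated from a change of microglial state. The homeostatic marker *P2ry12* averaged 5930 ± 1034 CPM (SD, n = 4) in WT, 1427 ± 531 CPM (SD, n = 5) in LAG-3-low and 773 ± 86.2 CPM (SD, n = 5) in LAG-3-high microglia. *Tmem119* and *Selplg* fell in the same order. *Cx3cr1* fell from 3301 ± 600 CPM (SD, n = 4) in WT to 1293 ± 272 CPM (SD, n = 5) in LAG-3-low and stood at 1480 ± 84.8 CPM (SD, n = 5) in LAG-3-high microglia. All 4 homeostatic markers were called lower than WT in both fractions by edgeR with Benjamini-Hochberg adjustment. In the LAG-3-low fraction the call of *Selplg* was lost after the correction for transcript length and GC content (log2 fold change -0.95, edgeR adjusted p = 0.223), and that of *Tmem119* without a filter on low counts (-0.98, edgeR adjusted p = 0.121), in a fit of only these 2 groups (-1.06, edgeR adjusted p = 0.133) and in 3 of the 9 fits that each left out 1 library. From the order of the 3 groups across these markers, the paper concludes that the microglial phenotype shifts from a homeostatic over an intermediate state to a DAM state as LAG-3 rises.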

We then validated the DAM identity of LAG-3-high microglia at the protein and morphological levels *in vivo*. Triple immunostaining of LAG-3, Iba1, and CD68 demonstrated that LAG-3-high Iba1^+^ cells exhibited significantly higher CD68 immunoreactivity than LAG-3-low Iba1^+^ cells (Sup. Fig. 2C, D). Furthermore, LAG-3-high Iba1^+^ cells displayed marked morphological alterations, including an enlarged soma, increased circularity, and increased solidity, which are characteristic features of an activated, amoeboid-like morphology (Sup. Fig. 2E–G). These histological characteristics align with the transcriptional DAM signature and demonstrate that LAG-3-high microglia recapitulate features of DAM.

KEGG pathway enrichment analysis comparing LAG-3-high to LAG-3-low microglia revealed that upregulated genes were associated with lysosome, efferocytosis, cholesterol metabolism, complement and coagulation cascades, and oxidative stress responses (Fig. 2F), while downregulated genes were enriched in cell cycle-related pathways including DNA replication, homologous recombination, and nucleotide metabolism (Fig. 2G). 

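Gene lists for each process were drawn up in place of the KEGG pathways, which were not used here, and tested against the 16508 tested genes by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over sets and directions. Of 88 lysosomal genes tested, 18 were called higher in LAG-3-high than in LAG-3-low microglia, where 0.720 were expected (adjusted p = 2.74e-19 from Fisher's exact test; 3.94e-17 with the replicate number as a block). Their median log2 fold change was 0.69. The lysosomal genes with the smallest adjusted p from edgeR with Benjamini-Hochberg adjustment were *Ctsz* (log2 fold change 0.99, just under the minimum of a call), *Fuca1* (1.03) and *Npc2* (1.39). Of 113 cell cycle and DNA replication genes tested, 9 were called lower, where 3.02 were expected (adjusted p = 0.0181 from Fisher's exact test), and the median log2 fold change of the set was -1.70. *Hmgb2* fell by 4.06 on the log2 scale (edgeR adjusted p = 0.000390), *E2f7* fell by 6.14 (edgeR adjusted p = 0.0190) and *Spc24* fell by 2.52 (edgeR adjusted p = 0.0209). The enrichment of lowered cell cycle genes had an adjusted p of 1.72e-09 with genes called by DESeq2, 1.14e-05 after a correction for transcript length and GC content, 0.0889 with the replicate block and 0.0935 with genes called at an adjusted p under 0.05, and limma's camera test on all genes gave 1.40e-14 (Benjamini-Hochberg adjustment throughout); the adjusted p from Fisher's exact test ranged from 1.08e-05 to 0.298 when single libraries were left out. Camera used a fixed inter-gene correlation of 0.01, so its p can be too small where genes of a set move together more. For both processes the Reactome set closest in name was not enriched in either direction (Fisher's exact test with Benjamini-Hochberg adjustment, p = 1). These sets were Lysosome Vesicle Biogenesis and Cell Cycle, Mitotic. Their overlap with the lists was not examined, so this does not test the same genes again. Chemokine signalling genes were also enriched among the lowered genes, with 9 of 74 against 1.98 expected (adjusted p = 0.00111 from Fisher's exact test), led by *Cxcr2* (log2 fold change -4.66), which is among the 10 neutrophil genes summed for these libraries.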

Comparison with WT microglia confirmed prominent enrichment of phagocytic and lysosomal pathways (Lysosome biogenesis, Phagosome, Efferocytosis, Autophagy, Mitophagy) and lipid metabolism (Sup. Fig. 2H–J), along with downregulation of cell proliferation and leukocyte migration processes.

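Against WT microglia, 2000 genes were called higher and 2464 lower in LAG-3-high microglia by edgeR with Benjamini-Hochberg adjustment. Among them, 47 of 88 lysosomal genes were higher where 10.7 were expected (adjusted p = 1.53e-19 from Fisher's exact test), led by *Ctsz* (log2 fold change 1.72), *Ctsd* (3.10) and *Naglu* (2.85). Of 79 phagocytosis and actin genes, 15 were higher where 9.57 were expected (adjusted p = 0.139 from Fisher's exact test), and the set passed 0.05 in limma's camera test over all its genes (adjusted p = 0.0265). Of the 113 cell cycle genes, 13 were higher where 13.7 were expected and 7 lower where 16.9 were expected (adjusted p = 1 for both from Fisher's exact test). In LAG-3-low microglia, for which 1793 genes were called higher and 1821 lower than in WT microglia, 31 cell cycle genes were higher where 12.3 were expected (adjusted p = 8.47e-06 from Fisher's exact test). Of 74 chemokine signalling genes, 17 were lower in LAG-3-high than in WT microglia where 11.05 were expected (adjusted p = 0.135 from Fisher's exact test). The largest falls against WT in LAG-3-high microglia were in the neutrophil genes *Camp*, *S100a9* and *Ngp*, with log2 fold changes of -16.22, -14.74 and -14.69 (edgeR adjusted p from 1.91e-06 to 4.26e-06). The largest rises were in *Gm10359*, *Cd200r4* and *Pianp*, which no WT library held at more than 3 counts and which were at least 468-fold, 285.0-fold and 272-fold higher. In LAG-3-low microglia *Gm10359*, *Cspg4* and *Bcar3* rose most, at least 359-fold, 206-fold and 95.6-fold above WT, and *Gm26377* fell most, at least 120-fold.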

Collectively, these results demonstrate that LAG-3-high microglia exhibit a reactive, disease-associated microglial signature, characterized by upregulation of canonical DAM markers and a morphologically activated state.

### LAG-3 deletion induces a biphasic phenotype and stage-dependent pathology in SOD1^G93A^ mice

To investigate the functional role of LAG-3 in ALS pathogenesis, we generated SOD1^G93A^/LAG-3^−/−^ mice. Survival analysis revealed a paradoxical biphasic phenotype: LAG-3 deficiency accelerated disease onset (Fig. 3A, B), accompanied by earlier dropout from rotarod testing (Fig. 3C), yet overall survival time remained unchanged across genotypes (Fig. 3D). Disease duration, defined as the interval between onset and death, was significantly extended in SOD1^G93A^/LAG-3^−/−^ mice compared with SOD1^G93A^/LAG-3^+/+^ controls (Fig. 3E). Thus, LAG-3 deletion produced opposing effects on the temporal course of SOD1^G93A^ mice: acceleration of early-phase symptoms followed by prolongation of the subsequent disease course.

**Fig. 3:**
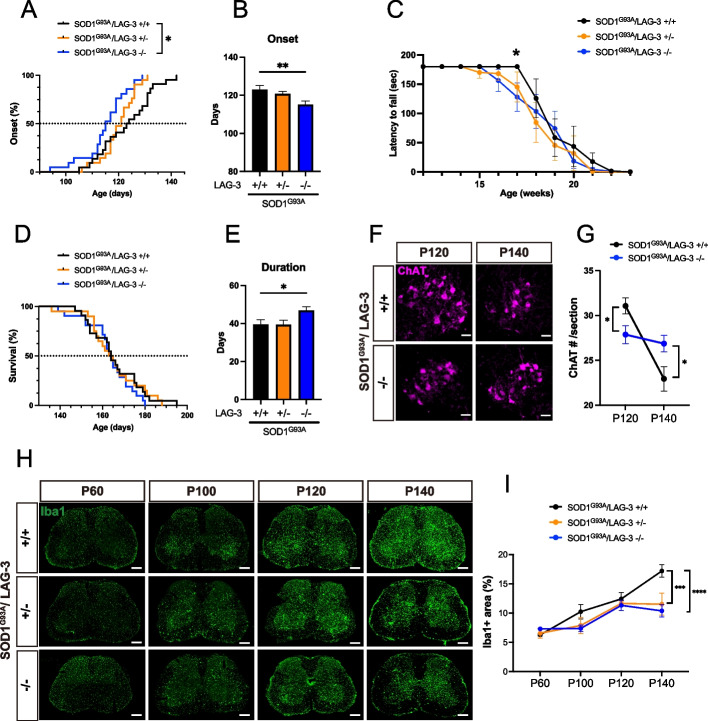
LAG-3 deletion induces a biphasic phenotype and stage-dependent pathology in SOD1^G93A^ mice. **A** Kaplan–Meier curve showing disease onset. SOD1^G93A^/LAG-3^+/+^: *n* = 22, SOD1^G93A^/LAG-3^+/-^: *n* = 20, SOD1^G93A^/LAG-3^−/−^:*n* = 21. *p < 0.05 by log-rank test. **B** Mean disease onset time. Mean ± SEM. **p < 0.01 by one-way ANOVA with Dunnett’s multiple comparisons test (vs SOD1^G93A^/LAG-3^+/+^). **C** Evaluation of motor performance by rotarod test. SOD1^G93A^/LAG-3^+/+^: *n* = 5, SOD1^G93A^/LAG-3^+/-^: *n* = 6, SOD1^G93A^/LAG-3^−/−^:*n* = 7. *p < 0.05 by two-way ANOVA with Bonferroni's multiple comparisons test (SOD1^G93A^/LAG-3^+/+^ vs SOD1^G93A^/LAG-3^−/−^). **D** Kaplan–Meier survival curves showing overall survival across genotypes. SOD1^G93A^/LAG-3^+/+^: *n* = 22, SOD1^G93A^/LAG-3^+/-^: *n* = 20, SOD1^G93A^/LAG-3^−/−^:*n* = 21. **E** Disease duration (survival age minus onset age) is significantly extended in LAG-3^−/−^ mice. Mean ± SEM. *p < 0.05 by one-way ANOVA with Dunnett’s multiple comparisons test (vs SOD1^G93A^/LAG-3^+/+^). **F** Representative immunofluorescence images of ChAT in lumbar spinal cord across genotypes and disease stages. Scale bars: 40 μm. **G** Quantification of the number of ChAT^+^ motor neurons in lumbar spinal cord across genotypes and disease stages. n = 5 mice per group. Mean ± SEM. *p < 0.05 by Student's t-test. **H** Representative immunofluorescence images of Iba1 in lumbar spinal cord across genotypes and disease stages. Scale bars: 200 μm. **I** Quantification of Iba1^+^ area in lumbar spinal cord across genotypes and disease stages. *n* = 3 mice per genotype at P60 and P100; at P120 and P140, *n* = 6 mice for SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^, and *n* = 5 mice for SOD1^G93A^/LAG-3^+/-^. Mean ± SEM. ***p < 0.001, ****p < 0.0001 by two-way ANOVA with Bonferroni's multiple comparisons test

To examine motor neuron pathology underlying this biphasic disease phenotype, we quantified ChAT^+^ motor neurons in the lumbar ventral horn at early (P120) and late (P140) symptomatic stages (Fig. 3F). At P120, motor neuron counts were reduced in SOD1^G93A^/LAG-3^−/−^ mice compared to SOD1^G93A^/LAG-3^+/+^ controls, whereas at P140, this relationship was reversed, with SOD1^G93A^/LAG-3^−/−^ mice retaining more motor neurons than SOD1^G93A^/LAG-3^+/+^ mice (Fig. 3G). This biphasic profile reflected progressive motor neuron loss in SOD1^G93A^/LAG-3^+/+^ mice, whereas SOD1^G93A^/LAG-3^−/−^ mice showed preserved counts across stages.

We next investigated the glial response. Iba1 immunohistochemistry across disease stages (P60–P140) revealed progressive accumulation of Iba1^+^ microglia/macrophages in SOD1^G93A^/LAG-3^+/+^ spinal cord (Fig. 3H, I). No genotype-dependent differences in Iba1^+^ area were detected at P60, P100, or P120. At P140, however, Iba1^+^ area was markedly reduced in SOD1^G93A^/LAG-3^−/−^ mice compared with SOD1^G93A^/LAG-3^+/+^ controls, indicating that LAG-3 deficiency suppresses microgliosis selectively at the late disease stage. Consistent with this late-stage suppression, Western blot analysis of the P140 spinal cord revealed that Dectin-1 expression, which was undetectable in WT but markedly elevated in SOD1^G93A^/LAG-3^+/+^ tissue, was significantly reduced in the SOD1^G93A^/LAG-3^−/−^ spinal cord (Sup. Fig. 3A, B). In contrast, GFAP immunostaining showed no significant differences in astrocyte activation across genotypes at any disease stage (Sup. Fig. 3C, D).

These results demonstrate that LAG-3 deletion produces a stage-dependent biphasic phenotype in SOD1^G93A^ mice, with concordant patterns observed in both behavioral and histopathological analyses.

### LAG-3 deficiency exerts stage-dependent effects on microglial gene expression

To characterize the transcriptional changes underlying stage-dependent phenotypes in LAG-3-deficient mice, we performed RNA-seq analysis on microglia from SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice at early (P120) and late (P140) disease stages. This 2 × 2 factorial design enabled us to dissect genotype effects, temporal effects, and their interaction.

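CD11b+/CD45 int microglia were sorted from the lumbar spinal cord of 3 mice per genotype and stage, and the 12 libraries were made, sequenced and quantified as for the LAG-3-sorted fractions. The authors deposited estimated counts of 74016 genes. Totals ranged from 33703287 to 49512632 counts (median 46049890) in P120 SOD1 G93A/LAG-3+/+ microglia, from 27465780 to 36005772 (median 31736329) in P120 SOD1 G93A/LAG-3-/- microglia, from 23981406 to 33996582 (median 28180786) in P140 SOD1 G93A/LAG-3+/+ microglia and from 26556028 to 42822623 (median 29891487) in P140 SOD1 G93A/LAG-3-/- microglia. The number of genes with at least 1 count differed between groups, from 18896 to 20489 in P140 SOD1 G93A/LAG-3+/+ libraries and from 24136 to 24942 in P120 SOD1 G93A/LAG-3+/+ libraries. It was 23607 to 23890 in P120 SOD1 G93A/LAG-3-/- libraries and 20260 to 23896 in P140 SOD1 G93A/LAG-3-/- libraries. Genotype and stage were fitted in 1 model of all 12 libraries with edgeR, over the 18669 genes that passed its filter. Genes were called at an adjusted p below 0.1 without a minimum fold change, since the paper's text gives no threshold for the stage model. *Lag3* was 59.3 ± 5.22 CPM in P120 and 26.1 ± 1.84 CPM in P140 SOD1 G93A/LAG-3+/+ microglia (SD, n = 3 each), and at most 0.462 CPM in each of the 6 SOD1 G93A/LAG-3-/- libraries. Its log2 fold change between genotypes was -7.68 at P120 (adjusted p = 0.00484 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.27 at P140 (edgeR adjusted p = 0.00451). Between P140 and P120 in SOD1 G93A/LAG-3+/+ microglia it was -1.19 (edgeR adjusted p = 0.136). The levels of *Xist* and Y-linked transcripts matched the sex listed for the mouse in 3 of the 12 libraries and differed from it in 9. Groups of 3 libraries cannot reach a permutation p below 0.10, so single genes were tested in the model across all genes.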

Principal component analysis revealed that P140 SOD1^G93A^ microglia were distinctly separated from the other three groups along PC1 (79.2%), while P120 and P140 LAG-3^−/−^ samples clustered more closely together (Fig. 4A). 

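On the variance-stabilized counts of 18669 genes, the first component held 34.7% and the second 11.8% of the variance. The largest share of the first component under any alternative was 46.0%, with the trend of the transformation fitted on fewer genes. Along the first component the P140 SOD1 G93A/LAG-3+/+ libraries scored between 77.3 and 147. The P120 SOD1 G93A/LAG-3+/+ libraries scored between -56.8 and -50.6 and the P120 SOD1 G93A/LAG-3-/- libraries between -63.9 and -39.8. Of the P140 SOD1 G93A/LAG-3-/- libraries, replicates 2 and 3 scored -32.8 and -47.8, beside the P120 libraries, and replicate 1 scored 66.9, beside the P140 SOD1 G93A/LAG-3+/+ libraries. The scores fell with the number of genes detected per library over the 12 libraries (Pearson's r = -0.969, permutation p = 0.00023; Spearman's rho = -0.741, permutation p = 0.00796; r = -0.949 without the 2 libraries farthest from the median). The 3 P140 SOD1 G93A/LAG-3+/+ libraries and replicate 1 of the P140 SOD1 G93A/LAG-3-/- group make up 1 end of this relation. That replicate had 20260 genes detected, within the range of the P140 SOD1 G93A/LAG-3+/+ libraries, and replicates 2 and 3 of its group had 23896 and 23459.

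**Figure D3:**
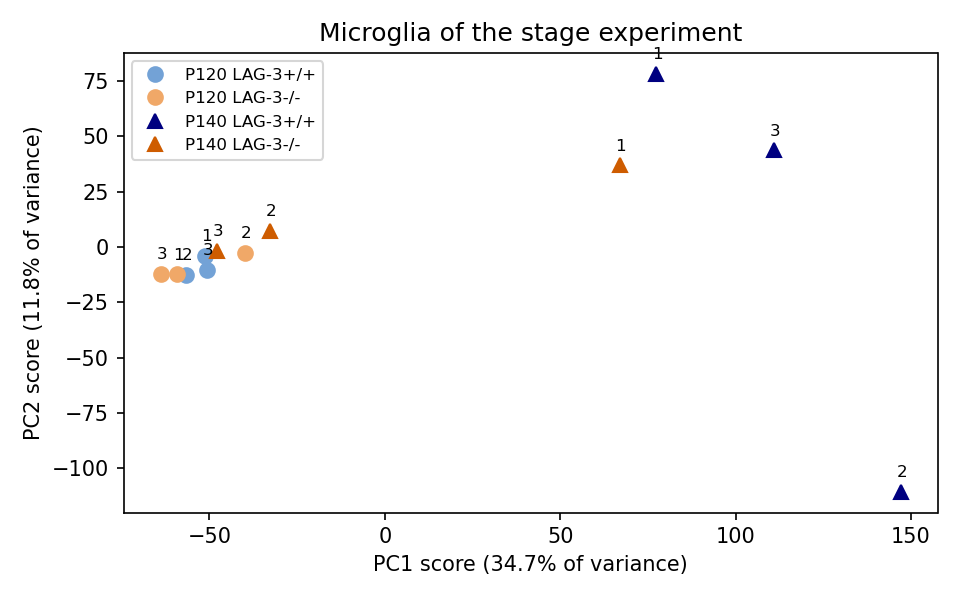
Scores of the 12 libraries of the stage experiment on the first and second principal components of variance-stabilized counts, in arbitrary units. Circles are P120 and triangles P140 libraries, with the replicate number above each point; P140 LAG-3-/- replicate 1 scores 66.9 on the first component, near the P140 LAG-3+/+ libraries.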

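Between P140 and P120 in SOD1 G93A/LAG-3+/+ microglia, 2219 genes were called higher and 2899 lower by edgeR with Benjamini-Hochberg adjustment, so 56.6% of the calls were lower (67.5% after a correction for transcript length and GC content). In SOD1 G93A/LAG-3-/- microglia no gene was called between P140 and P120, and 1658 had an unadjusted p under 0.05. Between genotypes at P120, 2 genes were called, both lower in SOD1 G93A/LAG-3-/- microglia, and 551 had an unadjusted p under 0.05. Between genotypes at P140, 1347 genes were called higher and 561 lower in SOD1 G93A/LAG-3-/- microglia. The interaction of genotype and stage was called for 30 genes with a positive and 2 with a negative term, and 2541 genes had an unadjusted p under 0.05. DESeq2 moved the counts most for the stages in SOD1 G93A/LAG-3-/- microglia, with 342 genes called higher and 135 lower, and for the genotypes at P120, with 44 higher and 117 lower. It called 925 positive and 402 negative interactions. For the genotype effect at P140 it called 2511 genes higher and 1880 lower, whereas no gene was called by edgeR when the 6 P140 libraries were fitted on their own. With single libraries left out in turn, it ranged from 83 to 2439 higher and from 12 to 1701 lower genes. The largest rises with stage in SOD1 G93A/LAG-3+/+ microglia were in *H2-Eb1* (log2 fold change 4.51, edgeR adjusted p = 0.00816), *H2-Aa* (4.37, edgeR adjusted p = 0.00185) and *Ms4a7* (4.14, edgeR adjusted p = 0.0909). The largest falls were in the Y-linked genes *Ddx3y* (at least 508-fold lower at P140) and *Kdm5d* (log2 fold change -6.21, edgeR adjusted p = 0.0506) and in *H6pd* (-8.31, edgeR adjusted p = 0.00342). By transcripts, 2 of the 3 P120 and 0 of the 3 P140 libraries of this genotype were male, so the Y-linked falls may reflect sex. With the level of Y-linked transcripts as a covariate, fewer genes were called between these stages. Of the 6 fits that each left out 1 library, *Ms4a7* was no longer called in 6, and *Ddx3y* and *Kdm5d* each in 5. Between genotypes at P140, *H6pd* (7.95, edgeR adjusted p = 0.00795), *Ppm1f* (3.99, edgeR adjusted p = 0.0234) and *Mtmr1* (3.90, edgeR adjusted p = 0.0366) rose most, and *Parvb* (-5.48, edgeR adjusted p = 0.0180) and *Gm30890* (-3.24, edgeR adjusted p = 0.00795) fell most after *Lag3*. The call of *Mtmr1* was lost in 3 of the 6 fits that each left out 1 library.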

Differential expression analysis identified substantial transcriptional changes associated with disease progression in SOD1^G93A^ microglia (P140 vs P120), modest changes due to LAG-3 deletion at the early stage (P120), pronounced effects of LAG-3 deletion at the late stage (P140), and importantly, interaction effects indicating a stage-dependent LAG-3 KO effect (Fig. 4B).

**Fig. 4:**
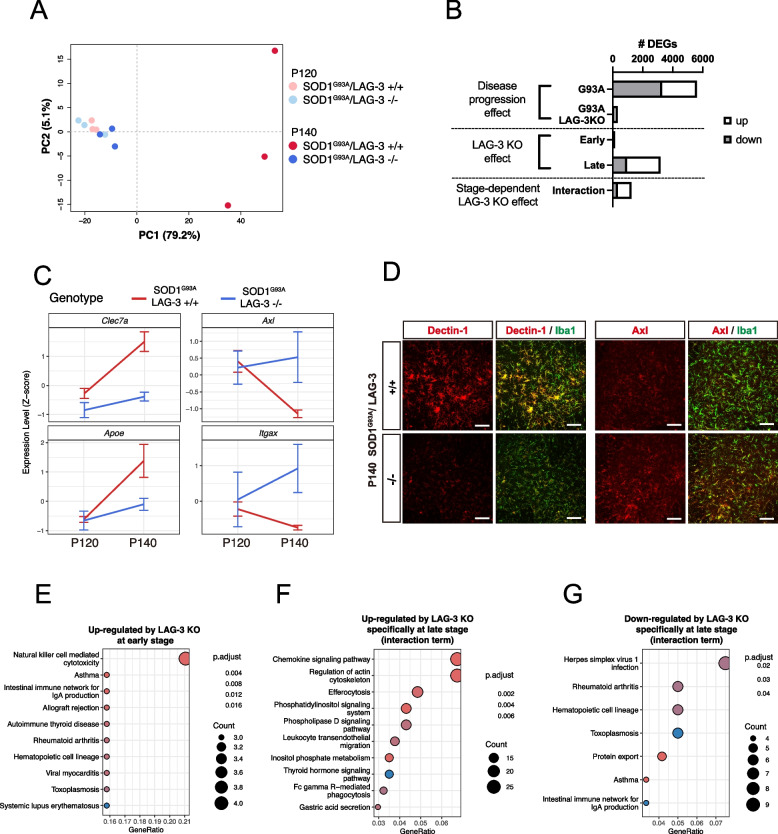
LAG-3 deficiency exerts stage-dependent effects on microglial gene expression. **A** Principal component analysis (PCA) of microglial transcriptomes from P120 and P140 in SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^. *n* = 3 per group. **B** Summary of differentially expressed genes (DEGs) from two-way ANOVA analysis. Bars show number of upregulated and downregulated genes for disease progression effect (P140 vs P120 in each genotype), LAG-3 KO effect at early stage (P120), LAG-3 KO effect at late stage (P140), and genotype-by-stage interaction (stage-dependent LAG-3 KO effect). **C** Expression trajectories of representative DAM markers showing stage-dependent responses to LAG-3 deletion (z-score normalized). *n* = 3 per group. Mean ± SEM. **D** Representative immunofluorescence images showing Dectin-1 (*Clec7a*) and Axl expression in Iba1^+^ microglia/macrophages in lumbar spinal cord from P140 SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^. Scale bars: 40 μm. **E** KEGG pathway enrichment analysis of genes upregulated in P120 SOD1^G93A^/LAG-3^−/−^ microglia compared to P120 SOD1^G93A^/LAG-3^+/+^. **F**, **G** KEGG pathway enrichment analysis of genes upregulated (**F**) or downregulated (**G**) by LAG-3 deletion specifically at late stage (interaction term)

Examination of representative DAM markers revealed that LAG-3 deletion suppressed the disease-associated upregulation of most DAM markers, including *Clec7a* and *Apoe*, during progression from P120 to P140. In contrast, phagocytosis-associated markers *Axl* and *Itgax* declined in SOD1^G93A^ microglia but were maintained or elevated in SOD1^G93A^/LAG-3^−/−^ microglia at P140 (Fig. 4C, Sup. Fig. 4A). 

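*Clec7a* (ENSMUSG00000079293), which lies 4.55 Mb from *Lag3* on chromosome 6 of GRCm39, averaged 676 ± 151 CPM at P120 and 1495 ± 260 CPM at P140 in SOD1 G93A/LAG-3+/+ microglia (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.39, adjusted p = 0.0608 from edgeR with Benjamini-Hochberg adjustment) whose call was lost in 5 of the 6 fits that each left out 1 library. In SOD1 G93A/LAG-3-/- microglia it averaged 366 ± 238 CPM at P120 and 603 ± 128 CPM at P140 (SD, n = 3 each), a log2 fold change of 0.72 (edgeR adjusted p = 0.643). At P140 its log2 fold change between genotypes was -1.31 (standard error 0.39, edgeR adjusted p = 0.0795), and -0.46 after a correction for transcript length and GC content (edgeR adjusted p = 0.491). This call was also lost in 4 of the 6 fits that each left out 1 library. The interaction term of *Clec7a* was -0.42 (edgeR adjusted p = 0.791). After the same correction it reversed to 0.42 (edgeR adjusted p = 0.788), and the change with stage in SOD1 G93A/LAG-3+/+ microglia dropped to 0.00 (edgeR adjusted p = 0.998). The correction overshot here. Over all genes, the correlation of the changes with transcript length went from -0.257 to 0.170 between these stages and from 0.255 to -0.142 between genotypes at P140. The corrected values therefore do not decide whether transcript length accounts for these changes. *Apoe* (ENSMUSG00000002985, chromosome 7) averaged 18246 ± 5409 CPM at P120 and 75741 ± 26371 CPM at P140 in SOD1 G93A/LAG-3+/+ microglia (SD, n = 3 each), a log2 fold change of 2.05 (standard error 0.64, edgeR adjusted p = 0.0444). This call was lost after the correction (1.72, edgeR adjusted p = 0.101) and in 3 of the 6 fits that each left out 1 library. In SOD1 G93A/LAG-3-/- microglia it averaged 16834 ± 17878 CPM at P120 and 34127 ± 10814 CPM at P140 (SD, n = 3 each), a log2 fold change of 1.02 (edgeR adjusted p = 0.698). Its genotype effect at P140 was -1.15 (edgeR adjusted p = 0.280) and its interaction term -1.03 (edgeR adjusted p = 0.642), which reversed to 0.33 when 1 library was left out. No DAM marker had an interaction at an edgeR adjusted p under 0.1, the smallest being 0.213 for *Axl*. Adjusted over the 9 markers alone, 1 had a positive interaction (smallest edgeR adjusted p = 0.0480), 2 were called higher with stage in SOD1 G93A/LAG-3-/- microglia against 0 over all genes, and between genotypes at P140 2 were called higher and 4 lower against 1 and 1 over all genes. By limma's camera test, the 9 DAM markers together rose with stage in SOD1 G93A/LAG-3-/- microglia too (median log2 fold change 0.72, adjusted p = 0.000115 with Benjamini-Hochberg adjustment over the sets), and their interaction had an adjusted p of 0.539.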

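*Axl* (ENSMUSG00000002602, chromosome 7) averaged 912 ± 243 CPM at P120 and 214 ± 82.3 CPM at P140 in SOD1 G93A/LAG-3+/+ microglia (SD, n = 3 each), a log2 fold change of -2.09 (standard error 0.49, adjusted p = 0.0147 from edgeR with Benjamini-Hochberg adjustment). In SOD1 G93A/LAG-3-/- microglia it averaged 821 ± 378 CPM at P120 and 950 ± 565 CPM at P140 (SD, n = 3 each), a log2 fold change of 0.21 (edgeR adjusted p = 0.964) that ranged down to -0.31 when single libraries were left out. Its genotype effect at P140 was 2.15 (standard error 0.49, edgeR adjusted p = 0.0406), which was no longer called after a correction for transcript length and GC content (log2 fold change 1.33, edgeR adjusted p = 0.113) and in 4 of the 6 fits that each left out 1 library. The interaction term of *Axl* was 2.31 (edgeR adjusted p = 0.213; 0.0493 with DESeq2). *Itgax* (ENSMUSG00000030789, chromosome 7) averaged 158 ± 23.2 CPM at P120 and 113 ± 3.49 CPM at P140 in SOD1 G93A/LAG-3+/+ microglia (SD, n = 3 each), a log2 fold change of -0.48 (edgeR adjusted p = 0.350) that reversed to 0.26 after the same correction. As for *Clec7a*, the correction overshot in these comparisons. In SOD1 G93A/LAG-3-/- microglia it averaged 174 ± 90.9 CPM at P120 and 231 ± 79.7 CPM at P140 (SD, n = 3 each; log2 fold change 0.41, edgeR adjusted p = 0.822). Its genotype effect at P140 was 1.03 (standard error 0.34, edgeR adjusted p = 0.104; 0.0671 with DESeq2), and its interaction term 0.89 (edgeR adjusted p = 0.440).

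**Figure D4:**
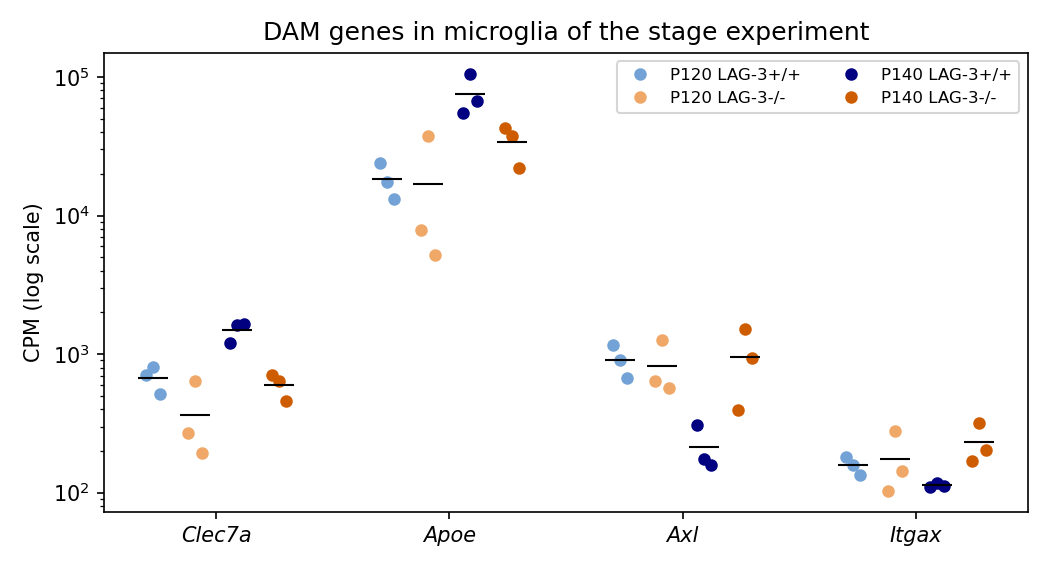
Level of *Clec7a*, *Apoe*, *Axl* and *Itgax* in CPM, on a log axis, in each library of the stage experiment. Points are libraries and lines the means of 3 libraries; *Axl* has its lowest mean, 214 CPM, in P140 LAG-3+/+ microglia.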

Immunohistochemical analysis of lumbar spinal cord sections confirmed reduced Dectin-1(*Clec7a*) but increased Axl expression in P140 SOD1^G93A^/LAG-3^−/−^ Iba1^+^ cells (Fig. 4D), validating the transcriptional findings at the tissue level.

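At P120 the genes called between SOD1 G93A/LAG-3-/- and SOD1 G93A/LAG-3+/+ microglia were *Lag3* itself and *Gm30890*, an unnamed gene on chromosome 19 with a log2 fold change of -2.88 (standard error 0.36, adjusted p = 0.0576 from edgeR with Benjamini-Hochberg adjustment), whose call was lost with any single library left out. The next smallest adjusted p among members of the gene sets was 0.107, for *H2-Aa* (log2 fold change 2.88) and *Itgb5* (-3.14). With 0 genes called higher, no set could be enriched among them in Fisher's exact test, and of 38 natural killer cell cytotoxicity genes 0 were called. Limma's camera test, which uses all genes, gave an adjusted p of 0.835 for the natural killer set, with a median log2 fold change of -0.02. By limma's camera with Benjamini-Hochberg adjustment, 10 MHC class II genes were higher in SOD1 G93A/LAG-3-/- microglia (median log2 fold change 0.53, adjusted p = 4.33e-05), as were 48 cytokine and inflammatory signalling genes (0.18, adjusted p = 0.0443). Cell cycle genes (-0.65, adjusted p = 9.17e-13) and oxidative phosphorylation genes (-0.32, adjusted p = 1.74e-11) were lower by limma's camera. Camera was run here with the correlation between genes of a set fixed at 0.01 and not estimated from the libraries. Where genes of a set move together more than that, these p-values are too small.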

At the early disease stage (P120), LAG-3 deletion induced upregulation of inflammatory pathways including natural killer cell-mediated cytotoxicity and asthma-related immune responses, with no significantly downregulated pathways detected (Fig. 4E). Two-way ANOVA identified genes with significant genotype-by-stage interaction, isolating transcriptional changes specific to the late stage. 

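Of the 18669 genes tested, 32 had a genotype-by-stage interaction at an adjusted p below 0.1 from edgeR with Benjamini-Hochberg adjustment. No interaction was called with the listed sex, the level of Y-linked transcripts or the replicate number added to the model. The listed sex was at odds with the transcripts in 9 of the 12 libraries. Deviations of same-numbered libraries from their group means correlated across genes with r between -0.066 and 0.0287. The loss of calls with these 2 terms therefore does not show that the interaction depends on sex or on pairing. *H6pd* had the largest positive term at 7.86 (standard error 1.08, edgeR adjusted p = 0.0374). It averaged 38.5 ± 15.5 CPM in P120 and 0.116 ± 0.154 CPM in P140 SOD1 G93A/LAG-3+/+ microglia, and 30.0 ± 15.0 CPM in P140 SOD1 G93A/LAG-3-/- microglia (SD, n = 3 each). *C2cd2l* and *Zfp280b* followed with 5.78 and 4.67 (edgeR adjusted p = 0.0908 for both). The negative terms were those of *H2-Aa* (-4.30, edgeR adjusted p = 0.0374) and *Sec61a2* (-2.19, edgeR adjusted p = 0.0908). Of the 12 fits that each left out 1 library, *H6pd* was no longer called in 8, *C2cd2l* in 10, *Zfp280b* in 10, *H2-Aa* in 7 and *Sec61a2* in 9, and their largest edgeR adjusted p over these fits was between 0.165 and 0.316. Leaving out P140 SOD1 G93A/LAG-3-/- replicate 1 moved the counts most, to 1187 positive and 526 negative interactions, and no positive interaction was called when any 1 of the P120 libraries or replicate 2 or 3 of the P140 SOD1 G93A/LAG-3-/- group was left out.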

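Of the 30 genes with a positive interaction, 1 was among the 78 phagocytosis and actin genes tested, *Itgb5* (interaction term 3.78, adjusted p = 0.0908 from edgeR with Benjamini-Hochberg adjustment), where 0.125 were expected (adjusted p = 1 from Fisher's exact test). None of the 73 chemokine signalling genes was called, and the smallest edgeR adjusted p among them was 0.176, for *Dock2* (interaction term 1.84). Both sets passed 0.05 under other tests. With the interactions called by DESeq2, Fisher's exact test gave an adjusted p of 1.06e-05 for phagocytosis and 4.00e-06 for chemokine signalling. By limma's camera test on all genes, the median interaction terms of 0.68 and 0.90 had adjusted p values of 0.000689 and 1.55e-06. The median interaction term of all genes was 0.18, and 0.31 after a correction for transcript length and GC content.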

Genes with positive interaction terms (upregulated by LAG-3 deletion specifically at P140) were enriched in pathways related to phagocytosis, efferocytosis, and chemokine signaling (Fig. 4F). 

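The 2 genes with a negative interaction include *H2-Aa*, an MHC class II gene, so 1 of 10 MHC class II genes tested was called where 0.00107 were expected (adjusted p = 0.0236 from Fisher's exact test with Benjamini-Hochberg adjustment). *H2-Aa* averaged 4.26 ± 0.980 CPM in P120 and 87.8 ± 1.89 CPM in P140 SOD1 G93A/LAG-3+/+ microglia, and 31.4 ± 16.7 CPM in P120 and 32.9 ± 11.1 CPM in P140 SOD1 G93A/LAG-3-/- microglia (SD, n = 3 each). Its interaction term of -4.30 (edgeR adjusted p = 0.0374) is the difference between a genotype effect of 2.88 at P120 (edgeR adjusted p = 0.107) and of -1.42 at P140 (edgeR adjusted p = 0.0656). *H2-Eb1* (interaction term -5.07, edgeR adjusted p = 0.176) moved in the same direction without a call. Of 48 cytokine and inflammatory signalling genes, 0 were called, and the smallest edgeR adjusted p was 0.240, for *Ccl5* (interaction term -3.93). By limma's camera test on all genes, the cytokine set had a median term of -0.56 (adjusted p = 0.00468) and the MHC class II set one of -1.15 (adjusted p = 2.41e-08).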

Genes with negative interaction terms (downregulated by LAG-3 deletion specifically at P140) showed enrichment in inflammatory pathways, including rheumatoid arthritis and hematopoietic cell lineage (Fig. 4G). Importantly, the pathways identified in the interaction analysis (Fig. 4F, G) closely corresponded to those in the direct comparison between P140 SOD1^G93A^/LAG-3^−/−^ and SOD1^G93A^ microglia (Sup. Fig. 4B, C), confirming that the stage-dependent effects identified by the interaction term reflect late-stage-specific changes.

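The interaction term and the genotype effect at P140 correlated with Spearman's rho = 0.843 across the 18669 genes, which are not independent replicates, and both share the 6 P140 libraries. The interaction correlated with the genotype effect at P120, which enters it with the opposite sign, with rho = -0.371. Of the genes with a positive interaction, 29 of 30 were also called higher in SOD1 G93A/LAG-3-/- microglia at P140, and both genes with a negative interaction were called lower, by edgeR with Benjamini-Hochberg adjustment. With DESeq2 this held for 811 of 925 positive and 342 of 402 negative interactions. Among the genes called between genotypes at P140, 23 of 78 phagocytosis and actin genes were higher in SOD1 G93A/LAG-3-/- microglia where 5.63 were expected (adjusted p = 5.51e-08 from Fisher's exact test), led by *Plcg2* (log2 fold change 1.84), *Dock2* (1.83) and *Itgam* (1.46). The enrichment had an adjusted p between 3.01e-10 and 0.559 over the fits that each left out 1 library. Of 73 chemokine signalling genes, 20 were higher where 5.27 were expected (adjusted p = 9.93e-07 from Fisher's exact test; 0.696 for the Reactome set closest in name). This enrichment had an adjusted p between 2.53e-07 and 1 over the fits that each left out 1 library, and was lost in 4 of the 6. Among the lower genes were 17 of 98 oxidative phosphorylation genes where 2.95 were expected (adjusted p = 5.51e-08 from Fisher's exact test) and 4 of 10 MHC class II genes (adjusted p = 0.000807 from the same test). Cytokine and inflammatory signalling genes were not enriched among the lower genes at 3 of 48 (adjusted p = 0.570 from Fisher's exact test; 0.0465 with genes called by DESeq2). The genotype effect at P140 correlated with the change with stage in SOD1 G93A/LAG-3+/+ microglia with rho = -0.818 across genes; the 3 P140 SOD1 G93A/LAG-3+/+ libraries enter both with opposite signs, which by itself makes the correlation negative. With the same limit, 1301 genes that fell with stage were higher and 488 that rose were lower in SOD1 G93A/LAG-3-/- microglia. From the match between the pathways of the interaction and of the comparison at P140, the paper concludes that the interaction reflects changes specific to the late stage.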

Together, these findings demonstrate that LAG-3 deletion enhanced inflammatory microglial responses at the early disease stage, whereas at the late stage it suppressed inflammatory gene expression while maintaining or upregulating phagocytic effector genes.

### LAG-3 deletion enhances microglial phagocytosis at the late disease stage

To examine whether the transcriptional preservation of phagocytic effector genes in LAG-3-deficient microglia at the late disease stage (Fig. 4) translates into altered phagocytic function, we assessed the phagocytic capacity of primary microglia isolated from SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice using a pHrodo bead uptake assay. At the late symptomatic stage (P140), SOD1^G93A^/LAG-3^−/−^ microglia exhibited significantly higher pHrodo fluorescence intensity than SOD1^G93A^/LAG-3^+/+^ microglia throughout the assay period (Fig. 5A). Immunocytochemical analysis confirmed increased internalization of pHrodo beads within Iba1^+^ microglia from SOD1^G93A^/LAG-3^−/−^ mice (Fig. 5B). To test whether this enhancement was specific to the late stage, we compared the cumulative uptake (area under the curve, AUC) at both the early symptomatic (P120) and late symptomatic (P140) stages. At P140, AUC analysis confirmed increased phagocytic uptake in SOD1^G93A^/LAG-3^−/−^ microglia, whereas at P120, both genotypes exhibited comparable uptake with no significant difference (Fig. 5C).

**Fig. 5:**
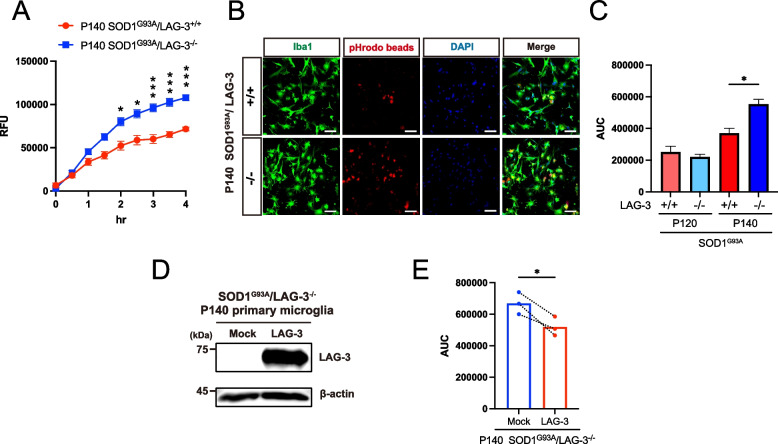
LAG-3 deletion enhances microglial phagocytosis at the late disease stage. **A**–**C** Functional validation of microglial phagocytic capacity using primary microglia isolated from the spinal cord. **A** Time course of phagocytic uptake assessed by pHrodo deep red beads assay in P140 SOD1^G93A^/LAG-3^+/+^ (*n* = 3) and SOD1^G93A^/LAG-3^−/−^ (*n* = 4) microglia. Mean ± SEM. *p < 0.05, ***p < 0.001 by two-way ANOVA with Bonferroni's multiple comparisons test. **B** Immunocytochemical analysis showing Iba1, internalized pHrodo beads, and DAPI in primary microglia after pHrodo bead treatment. Scale bars: 40 μm. **C** Quantification of the area under the curve (AUC) of pHrodo fluorescence intensity from 0 to 4 h in SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ microglia at P120 and P140 (*n* = 3 for P120 groups and P140 SOD1^G93A^/LAG-3^+/+^; *n* = 4 for P140 SOD1^G93A^/LAG-3^−/−^). Mean ± SEM. *p < 0.05 by two-way ANOVA with Bonferroni's multiple comparisons test. **D**–**E** Genetic rescue of phagocytic capacity by re-introducing LAG-3 into P140 SOD1^G93A^/LAG-3^−/−^ primary microglia. **D** Western blot analysis confirming the restoration of LAG-3 protein expression in SOD1^G93A^/LAG-3^−/−^ microglia transiently transfected with either a mock vector or a LAG-3-expressing plasmid. **E** Quantification of the area under the curve (AUC) of pHrodo fluorescence intensity from 0 to 4 h. Mean ± SEM. *n* = 3 per group. *p < 0.05 by paired t-test

To determine whether LAG-3 directly restrains phagocytic activity in a cell-autonomous manner, we performed rescue experiments by re-introducing LAG-3 into SOD1^G93A^/LAG-3^−/−^ microglia by transient transfection. Restoration of LAG-3 expression in transfected cells was confirmed by Western blot analysis (Fig. 5D). Compared to mock-transfected cells from the same preparation, LAG-3-rescued microglia exhibited reduced pHrodo uptake (Fig. 5E). This result demonstrates that LAG-3 functions cell-autonomously within microglia to restrain phagocytic uptake, and that loss of LAG-3 directly accounts for the enhanced phagocytic capacity of P140 SOD1^G93A^/LAG-3^−/−^ microglia.

### Improved lysosomal activity and spinal cord environment in SOD1^G93A^/LAG-3^−/−^ mice

To examine the in vivo consequences of LAG-3 deletion, we assessed microglial lysosomal activity in P140 spinal cord. The LAMP1^+^ area within Iba1^+^ microglia/macrophages was greater in SOD1^G93A^/LAG-3^−/−^ mice compared to SOD1^G93A^/LAG-3^+/+^ mice (Fig. 6A, B), indicating that LAG-3 deficiency enhances microglial lysosomal activity *in vivo*, consistent with the increased phagocytic capacity observed in vitro.

**Fig. 6:**
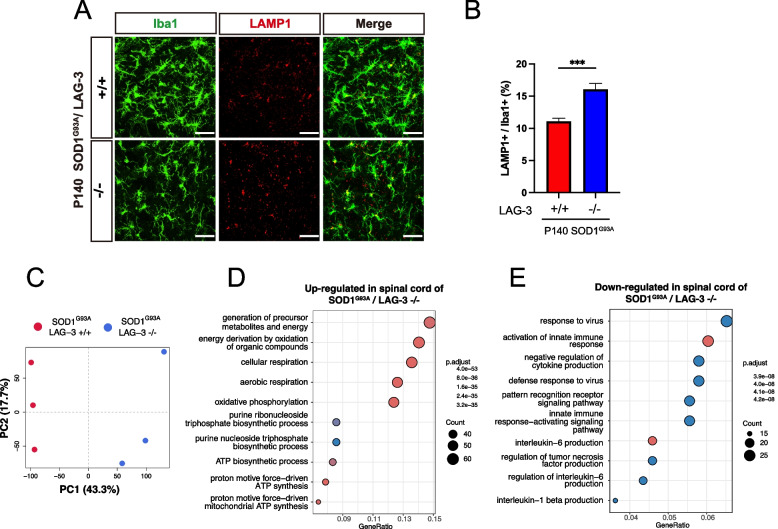
Improved lysosomal activity and spinal cord environment in SOD1^G93A^/LAG-3^−/−^ mice. **A** Representative immunofluorescence images showing LAMP1 expression in Iba1^+^ microglia/macrophages in lumbar spinal cord from P140 SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^. Scale bars: 40 μm. **B** Quantification of LAMP1^+^/Iba1^+^ double-positive area in P140 SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^. *n* = 6 mice per group. Mean ± SEM. ***p < 0.001, by Student's t-test. **C**–**E** Bulk RNA-seq analysis of lumbar spinal cord tissue from P140 SOD1^G93A^/LAG-3^+/+^and SOD1^G93A^/LAG-3^−/−^ mice (*n* = 3 each). **C** Principal component analysis (PCA) showing transcriptional separation between genotypes. **D**, **E** Gene Ontology (GO) enrichment analysis of biological processes for genes upregulated (**D**) or downregulated (**E**) in SOD1^G93A^/LAG-3^−/−^ spinal cord

To assess the broader effects of LAG-3 deletion on the spinal cord environment, we performed bulk RNA-sequencing of lumbar spinal cord tissue from P140 SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^−/−^ mice. 

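Bulk RNA-seq of lumbar spinal cord covered 3 P140 SOD1 G93A/LAG-3+/+ and 3 P140 SOD1 G93A/LAG-3-/- mice, with strand-specific libraries made from tissue RNA with the NEBNext Ultra II Directional kit. The authors deposited estimated counts of 74021 genes, quantified with Salmon and tximport as for the microglia and not normalized. Totals were 22502874 to 25222709 counts (median 24598912) in SOD1 G93A/LAG-3+/+ and 19430102 to 26994524 counts (median 19485262) in SOD1 G93A/LAG-3-/- libraries. Genotypes were compared with edgeR on rounded counts of the 17702 genes that passed its filter, at the thresholds of the paper's methods. The dispersion of 0.0247 was far below that of the sorted microglia. *Lag3* averaged 59.8 ± 15.6 CPM in SOD1 G93A/LAG-3+/+ and 5.61 ± 0.108 CPM in SOD1 G93A/LAG-3-/- spinal cord (SD, n = 3 each), a log2 fold change of -3.41 (standard error 0.19, adjusted p = 4.34e-05 from edgeR with Benjamini-Hochberg adjustment). Mitochondrial transcripts made up 5.88% ± 1.14 of the counts in SOD1 G93A/LAG-3+/+ and 12.5% ± 3.90 in SOD1 G93A/LAG-3-/- libraries (SD, n = 3 each). *Xist* and Y-linked transcripts differed from the listed sex in 2 of the 6 libraries, both SOD1 G93A/LAG-3+/+. By these transcripts, 0 of the 3 SOD1 G93A/LAG-3+/+ and 2 of the 3 SOD1 G93A/LAG-3-/- libraries were male. Sex and genotype therefore partly coincided, and a part played by sex in single genes cannot be excluded. Log2 fold changes depended on transcript length across genes (Spearman's rho = -0.486), with shorter transcripts higher in SOD1 G93A/LAG-3-/- spinal cord.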

Principal component analysis showed clear separation between the two genotypes along PC1 (43.3%; Fig. 6C), indicating substantial transcriptional differences. 

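The first component of the variance-stabilized counts held 64.3% of the variance and placed the SOD1 G93A/LAG-3+/+ libraries between -32.7 and -29.4 and the SOD1 G93A/LAG-3-/- libraries between 18.3 and 38.3. The share moved most when every gene with at least 1 count was used, to 50.8%. By edgeR with Benjamini-Hochberg adjustment, 773 genes were called higher and 558 lower in SOD1 G93A/LAG-3-/- spinal cord. The share of lower calls was 41.9%, and 68.9% after a correction for transcript length and GC content, which lowered the number of genes called higher to 278. The counts moved most without the minimum fold change, to 4096 higher and 4234 lower genes. The largest rises were in *Gdf1* (at least 184-fold, in no SOD1 G93A/LAG-3+/+ library above 3 counts), *Gm68273* (log2 fold change 6.22, edgeR adjusted p = 0.000305) and *Gm66301* (4.56, edgeR adjusted p = 0.00380). After *Lag3*, *Glra1* (-2.94, edgeR adjusted p = 0.000437) and *Stxbp5l* (-2.65, edgeR adjusted p = 0.000483) fell most.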

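Of 99 oxidative phosphorylation genes tested, 46 were called higher in SOD1 G93A/LAG-3-/- spinal cord and 0 lower, where 4.32 higher were expected (adjusted p = 7.46e-35 from a one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The median log2 fold change of the set was 0.98. *Ndufb11* rose by a log2 fold change of 1.16 (standard error 0.13, edgeR adjusted p = 0.000248), *Ndufa13* by 1.32 (standard error 0.15, edgeR adjusted p = 0.000281) and *Ndufa2* by 1.45 (standard error 0.16, edgeR adjusted p = 0.000288). After a correction for transcript length and GC content, 6 members were called among 278 higher genes (adjusted p = 0.0207 from Fisher's exact test) and the median of the set was 0.50. The 13 mitochondrially encoded protein genes had a median log2 fold change of 1.19, and of 0.88 after the correction. The 92 cytosolic ribosomal protein genes had a median of 0.75, and of 0.29 after it.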

Gene Ontology analysis of biological processes revealed that genes upregulated in SOD1^G93A^/LAG-3^−/−^ spinal cord were enriched in oxidative phosphorylation, energy metabolism, and cellular respiration pathways (Fig. 6D). Conversely, genes downregulated in SOD1^G93A^/LAG-3^−/−^ spinal cord were enriched in inflammatory and immune response pathways, including activation of the innate immune response, regulation of cytokine production, and interleukin-related signaling (Fig. 6E).

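Of 84 innate immune and antiviral response genes tested, 17 were called lower in SOD1 G93A/LAG-3-/- spinal cord and 0 higher, where 2.65 lower were expected (adjusted p = 9.33e-09 from Fisher's exact test with Benjamini-Hochberg adjustment; 0.0147 after a correction for transcript length and GC content). The Reactome set closest in name was not enriched among the lower genes. *Eif2ak2* fell by 1.21 on the log2 scale (standard error 0.15, edgeR adjusted p = 0.000347), *Tlr7* by 1.40 (standard error 0.17, edgeR adjusted p = 0.000351) and *Dtx3l* by 1.06 (standard error 0.14, edgeR adjusted p = 0.000465). Of 45 cytokine and inflammatory signalling genes, 2 were called lower where 1.42 were expected (adjusted p = 1 from Fisher's exact test), among them *Gpnmb* (log2 fold change -1.83, edgeR adjusted p = 0.00115). Over all genes of that set, limma's camera test gave a median log2 fold change of -0.38 (adjusted p = 0.000579). Of the 9 DAM markers, 3 were called lower and 0 higher: *Clec7a* with a log2 fold change of -1.73 (edgeR adjusted p = 0.00453), *Itgax* with -1.33 (edgeR adjusted p = 0.00629), from 83.6 ± 19.4 to 33.4 ± 9.91 CPM (SD, n = 3 each), and *Cst7* with -1.14 (edgeR adjusted p = 0.00831). *Axl* fell by 0.74 (edgeR adjusted p = 0.00180), from 235 ± 27.0 to 141 ± 19.2 CPM (SD, n = 3 each), below the minimum fold change of a call. With the level of Y-linked transcripts as a covariate *Itgax* (edgeR adjusted p = 0.157) and *Cst7* (edgeR adjusted p = 0.188) were not called. *Apoe* (-0.07, edgeR adjusted p = 0.826) differed by less than the spread between libraries and changed sign when single libraries were left out. From lower inflammatory and higher energy metabolism genes, the paper concludes that deletion of LAG-3 ameliorates the transcriptional environment of the spinal cord at the late stage.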

Together, these results demonstrate that LAG-3 deletion enhances *in vivo* microglial lysosomal activity and ameliorates the spinal cord transcriptional environment at the late disease stage, with suppression of inflammatory and immune pathways alongside restoration of energy metabolism gene expression.

## Discussion

In this study, we investigated the role of LAG-3 in microglial regulation during ALS pathogenesis using SOD1^G93A^ mice. Our findings demonstrate that LAG-3 is progressively upregulated in spinal cord microglia, that LAG-3-high microglia exhibit a DAM transcriptional signature, and that genetic deletion of LAG-3 produces a biphasic phenotype: accelerated disease onset but prolonged disease duration. Mechanistically, LAG-3 deficiency dissociates the inflammatory and phagocytic modules within the DAM program in a stage-dependent manner. This dissociation translates into enhanced microglial phagocytic capacity and amelioration of the spinal cord transcriptional environment at the late disease stage. These findings demonstrate that LAG-3 is a stage-dependent regulator of microglial function in ALS.

We observed progressive upregulation of LAG-3 in the spinal cord of SOD1^G93A^ mice, with immunohistochemical analysis confirming its predominant localization to Iba1^+^ microglia/macrophages (Fig. 1). This microglial expression is consistent with multiple independent reports [31–33] and contrasts with the initial proposal that LAG-3 mediates neuronal α-synuclein uptake [34], which has not been supported by subsequent studies [35]. We previously demonstrated that IFN-γ induces LAG-3 expression in microglia [26], and IFN-γ is known to be elevated in the ALS spinal cord, produced by infiltrating T cells and activated microglia [36, 37]. The lack of LAG-3 elevation in peripheral lymphoid organs (Sup. Fig. 1A–C) indicates that this response is CNS-intrinsic. Notably, LAG-3 expression was regionally restricted to the ventral horn and intermediate zone, where motor neuron degeneration occurs, with minimal expression in the dorsal horn (Sup. Fig. 1F). This regional pattern probably also explains the marked heterogeneity in LAG-3 expression among microglia within the same spinal cord: microglia residing in close proximity to degenerating motor neurons are likely exposed to higher local concentrations of LAG-3-inducing signals such as IFN-γ than those farther from active pathology. Whether the stable maintenance of the LAG-3-high state also involves epigenetic mechanisms is an important question for future investigation.

The DAM transcriptional program is now established across neurodegenerative diseases including ALS [13, 15, 18, 19], yet the molecular signals that drive individual microglia toward this state have remained incompletely understood. Our transcriptomic profiling of FACS-sorted LAG-3-high versus LAG-3-low microglia from SOD1^G93A^ spinal cord revealed that LAG-3-high microglia exhibit a canonical DAM signature, characterized by upregulation of lysosomal, efferocytosis, and cholesterol metabolism pathways, and downregulation of cell cycle-related genes (Fig. 2F, G), with the gradual transition from WT through LAG-3-low to LAG-3-high populations corresponding to progressive DAM transformation (Fig. 2E). Immunohistochemical analysis further confirmed that LAG-3-high Iba1^+^ cells display elevated CD68 immunoreactivity and an activated, amoeboid-like morphology (Sup. Fig. 2C–G), demonstrating that the DAM signature is recapitulated at both the protein and morphological levels. These observations raise the question of whether LAG-3 is a passive marker of the DAM state or an active regulator of the homeostatic-to-DAM transition. Our data from LAG-3-deficient mice support an active regulatory role: genetic deletion of LAG-3 prevented the full transcriptional shift toward the DAM state at the late disease stage, with LAG-3 knockout microglia clustering closer to the early-stage transcriptional profile rather than progressing to the characteristic late-stage DAM pattern (Fig. 4A-C). This finding indicates that LAG-3 is required for the execution of the DAM program in ALS pathology.

The biphasic phenotype of SOD1^G93A^/LAG-3^−/−^ mice, accelerated onset combined with prolonged disease duration, initially appears to contradict our previous demonstration that LAG-3 knockdown enhances acute inflammatory responses in microglia [26]. This apparent discrepancy resolves once the temporal dimension of LAG-3 function is considered. Our previous study examined the acute response of LAG-3-deficient microglia to short-term inflammatory stimulation in vitro, in which LAG-3 functioned as a brake on inflammatory output. The early-stage phenotype of SOD1^G93A^/LAG-3^−/−^ mice in the present study, upregulation of inflammatory pathways at P120 (Fig. 4E) and accelerated disease onset (Fig. 3A, B), is consistent with this anti-inflammatory brake function. By P140, however, SOD1^G93A^ microglia have undergone weeks of chronic activation and have progressed deep into the DAM transcriptional state, which involves co-activation of inflammatory and phagocytic effector genes. In this chronic context, LAG-3 no longer influences transient inflammatory responses but helps sustain the DAM state where both modules are coupled. Constitutive LAG-3 deficiency allows microglia to bypass entry into this fully coupled DAM state, as evidenced by their transcriptional resemblance to the early-stage profile at P140 (Fig. 4A) and by the selective preservation of phagocytic effector genes (*Axl, Itgax*) alongside suppression of inflammatory DAM components (*Clec7a, Apoe*; Fig. 4F, G). The inflammatory and phagocytic modules within the DAM program are therefore dissociable, and LAG-3 functions stage-dependently: as a brake on acute inflammatory responses early in disease, and as a maintainer of a coupled inflammatory–phagocytic DAM state in the chronic phase.

Functional validation confirmed that this transcriptional reprogramming has cellular and tissue-level consequences. Primary microglia from late-stage LAG-3-deficient mice exhibited enhanced phagocytic uptake (Fig. 5A-C), and re-introducing LAG-3 into these cells reduced their phagocytic capacity (Fig. 5D, E), demonstrating that LAG-3 cell-autonomously restrains phagocytic activity. Bulk RNA-seq of the P140 spinal cord further revealed coordinated suppression of inflammatory and innate immune pathways alongside restoration of oxidative phosphorylation and energy metabolism gene expression (Fig. 6C-E). Chronic neuroinflammation is a recognized driver of disease progression in ALS [4, 5], and mitochondrial dysfunction is a well-known pathological hallmark of the ALS spinal cord [38–40]. The concurrent suppression of inflammation and restoration of OXPHOS-related gene expression provides a mechanistic basis for the prolonged disease duration observed in SOD1^G93A^/LAG-3^−/−^ mice.

Our findings, together with recent work on TIM-3 in Alzheimer’s disease [23], begin to reveal a broader role for immune checkpoint molecules in microglial regulation during neurodegeneration. The two checkpoint molecules exert opposing effects on DAM trajectory: TIM-3 deletion promotes DAM transition, whereas LAG-3 deletion inhibits it. Despite this directional difference, both molecules converge on a shared functional outcome: dissociation of the phagocytic and inflammatory modules, with enhanced phagocytic gene expression and suppressed proinflammatory signaling. This convergence suggests that immune checkpoint molecules do not regulate the DAM program as a monolithic entity but rather act on its individual functional modules, and that distinct checkpoint molecules may be leveraged to selectively modulate specific DAM components. From a therapeutic perspective, this module-level regulation is encouraging: it suggests that temporally controlled inhibition of specific checkpoint molecules could enhance beneficial microglial functions such as phagocytosis without exacerbating neuroinflammation, provided the intervention is calibrated to the disease stage at which each checkpoint’s dominant function shifts.

Several limitations of this study should be noted. First, we used germline LAG-3 knockout mice, which lack LAG-3 throughout development and in all cell types. Although flow cytometric profiling identified microglia as the dominant LAG-3-expressing immune cell type within the SOD1^G93A^ spinal cord (Sup. Fig. 1D, E), and our rescue experiment demonstrated cell-autonomous LAG-3 function in microglia (Fig. 5D, E), contributions from LAG-3 expressed at lower levels by infiltrating T cells cannot be fully excluded. Microglia-specific conditional knockout models will be necessary to determine the microglia-intrinsic contributions of LAG-3 to disease progression. Second, the effect of LAG-3 deficiency on disease progression was characterized by an approximately 10% extension of disease duration, and demonstrating statistical significance required cohorts of more than 20 mice per group. Finally, the molecular mechanisms underlying LAG-3-mediated regulation of microglial function remain unknown. Identifying LAG-3's microglia-specific signaling cascade and ligands will be essential for understanding how this checkpoint molecule orchestrates the functional balance between inflammatory and phagocytic programs.

## Conclusions

We identify LAG-3 as a stage-dependent regulator of microglial function in ALS that dissociates the inflammatory and phagocytic modules within the DAM program. These findings reveal that the functional output of microglial activation is not determined solely by the activation state itself but is shaped by the regulatory checkpoint present at each disease stage. Our results support the concept that immune checkpoint molecules constitute a class of module-level regulators of microglial function, and that understanding their stage-specific roles will be essential for deciphering the mechanisms underlying microglial dysfunction in neurodegeneration.

## Supplementary Information

Supplementary Material 1: Figure S1: Expression profiling of LAG-3 across peripheral immune tissues and spinal cord immune cell populations in SOD1^G93A^ mice. (A-C) LAG-3 mRNA levels in cervical lymph nodes (A), lumbar lymph nodes (B), and spleen (C). n=3 per group. Mean ± SEM. (D and E) Flow cytometric profiling and quantification of LAG-3 expression across various immune cell populations isolated from the spinal cord of P140 SOD1^G93A^ mice. (D) Representative flow cytometry plots showing the LAG-3 expression levels in microglia and infiltrating peripheral immune cell subsets, including CD8^+^ T cells, CD25^-^/CD4^+^ T cells, CD25^+^/CD4^+^ regulatory T cells (Tregs), and NK cells. (E) Quantitative comparison of LAG-3 expression (Mean Fluorescence Intensity, MFI) among the indicated immune cell populations. n=4 per group. Mean ± SEM. ****p < 0.0001 vs microglia by one-way ANOVA with Dunnett's multiple comparisons test. (F) Low-magnification representative immunohistochemical images for spatial distribution of LAG-3-expressing microglia/macrophages in the spinal cord tissue. Scale bars: 200 μm.

Supplementary Material 2: Figure S2: Phenotypic characterization and transcriptomic functional enrichment analysis of LAG-3-high microglia. (A) Representative flow cytometry plots to isolate or analyze microglial populations from the spinal cord of mice based on CD11b and CD45 expression. The microglial fraction is identified and gated as the CD11b^+^/CD45^int^ population. (B) Quantitative validation of *Havcr2* transcript levels in sorted microglial subpopulations. Mean ± SEM. *p < 0.05 by one-way ANOVA followed by Tukey's post-hoc test. (C-G) Quantitative immunohistochemical validation of the lysosomal DAM marker CD68 and morphological analysis in LAG-3-defined microglial subpopulations within P140 SOD1^G93A^ spinal cord tissue. (C) Representative immunofluorescence images showing CD68 and LAG-3 expression with Iba1^+^ cells. Scale bars: 20 μm. (D) Quantification of CD68 immunoreactivity between LAG-3-low and LAG-3-high Iba1^+^ populations. (E) Quantitative analysis of microglial soma size. (F) Quantitative analysis of microglial cell circularity. (G) Quantitative analysis of microglial cell solidity. n=58 cells from 3 mice per group. ***p < 0.001, ****p < 0.0001 by Student's t-test. (H) KEGG pathway enrichment analysis of genes upregulated in LAG-3-high microglia compared to wild-type microglia. (I), (J) Gene Ontology (GO) enrichment analysis of biological processes for genes upregulated (I) and downregulated (J) in LAG-3-high microglia compared to wild-type microglia.

Supplementary Material 3: Figure S3: Evaluation of Dectin-1 levels and stage-dependent astrocytic activation across different LAG-3 genotypes. (A) Representative Western blot analysis of Dectin-1 in the lumbar spinal cord of wild-type (WT), SOD1^G93A^/LAG-3^+/+^, and SOD1^G93A^/LAG-3^-/-^ mice at P140. (B) Densitometric quantification of Dectin-1 protein expression levels. n=3 per group. Mean ± SEM. **p < 0.01 by Student's t-test (SOD1^G93A^/LAG-3^+/+^ vs SOD1^G93A^/LAG-3^-/-^). Dectin-1 was not detected in WT samples. (C) Representative immunofluorescence images of GFAP in lumbar spinal cord across genotypes and disease stages. Scale bars: 200 μm. (D) Quantification of GFAP^+^ area in lumbar spinal cord across genotypes and disease stages. n = 3 mice per genotype at P60 and P100; at P120 and P140, n = 6 mice for SOD1^G93A^/LAG-3^+/+^ and SOD1^G93A^/LAG-3^-/-^, and n = 5 mice for SOD1^G93A^/LAG-3^+/-^. Mean ± SEM.

Supplementary Material 4: Figure S4: Stage-dependent transcriptional reprogramming in LAG-3-deficient microglia.(A) Heatmap displaying z-score normalized expression of homeostatic and DAM markers across four conditions. (B),(C) KEGG pathway enrichment analysis of genes upregulated (B) or downregulated (C) in P140 SOD1^G93A^/LAG-3^-/-^ microglia compared to P140 SOD1^G93A^/LAG-3^+/+^.

Supplementary Material 5: Table S1: Primer sequences.

Supplementary Material 6: Table S2: Detailed information on RNA-seq samples.

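Table S2 lists the 32 libraries of the 3 experiments with the replicate number, the sex of the mouse and the total count of each. The totals computed from the deposited counts differed from the listed ones by 0 in all 32 libraries. Sexes could be compared with *Xist* and 4 Y-linked genes. They matched the list in the 14 libraries of the LAG-3-sorted experiment and were at odds with it in 11 of the other 18, of which 9 belong to the stage experiment and 2 to the spinal cord. In the stage experiment 8 of 12 libraries are listed as male, 3 had the transcripts of a male and 1 had both *Xist* and Y-linked transcripts.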

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE320562. All other data supporting the findings of this study are available within the article and its supplementary materials.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
BCA: Bicinchoninic acid
CNS: Central nervous system
DAM: Disease-associated microglia
DEG: Differentially expressed gene
DMEM: Dulbecco’s modified Eagle medium
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FMO: Fluorescence minus one
GFAP: Glial fibrillary acidic protein
GM-CSF: Granulocyte–macrophage colony-stimulating factor
GO: Gene Ontology
HBSS: Hanks’ balanced salt solution
Iba1: Ionized calcium-binding adapter molecule 1
IFN-γ: Interferon-gamma
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: Knockout
LAG-3: Lymphocyte activation gene-3
LAMP1: Lysosomal associated membrane protein 1
M-CSF: Macrophage colony-stimulating factor
MFI: Mean fluorescence intensity
OCT: Optimal cutting temperature
OXPHOS: Oxidative phosphorylation
PBS: Phosphate-buffered saline
PCA: Principal component analysis
PCR: Polymerase chain reaction
PFA: Paraformaldehyde
PVDF: Polyvinylidene difluoride
qPCR: Quantitative PCR
RNA-seq: RNA sequencing
SDS-PAGE: Sodium dodecyl sulfate–polyacrylamide gel electrophoresis
SEM: Standard error of the mean
SOD1: Cu/Zn superoxide dismutase 1
TBS: Tris-buffered saline
TIM-3: T-cell immunoglobulin and mucin-domain containing-3
WT: Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

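RNA-seq of 3 experiments was used, with 32 libraries in all: microglia sorted by LAG-3 from the spinal cord (4 WT, 5 SOD1 G93A LAG-3-low and 5 SOD1 G93A LAG-3-high libraries), microglia of SOD1 G93A/LAG-3+/+ and SOD1 G93A/LAG-3-/- mice at P120 and P140 (3 libraries per group) and lumbar spinal cord at P140 (3 SOD1 G93A/LAG-3+/+ and 3 SOD1 G93A/LAG-3-/- libraries). The authors trimmed the reads with Trim Galore, quantified them with Salmon and imported them with tximport, and they deposited tables of estimated counts per Ensembl gene, which are not whole numbers and not normalized. The annotation release is not stated in the paper's text. The values were rounded to whole numbers. Gene names and coordinates are those of GRCm39 with GENCODE vM39, from which 71, 66 and 71 identifiers of the LAG-3-sorted, stage and spinal cord tables were absent, with 0.048%, 0.051% and 0.014% of the counts.

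Totals per library ranged from 9403475 counts (a WT library) to 49512632 counts (a P120 SOD1 G93A/LAG-3+/+ library). Each table was fitted in edgeR 4.0.16 under R 4.3.3 with filterByExpr (minimum count 10, minimum total count 15), TMM factors and the robust quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the 16508 (LAG-3-sorted), 18669 (stage) and 17702 (spinal cord) genes tested; common dispersions were 0.691, 0.603 and 0.0247. Genes were called at an adjusted p under 0.1, with an absolute log2 fold change above 1 in the LAG-3-sorted and spinal cord comparisons, and without such a minimum in the stage model of genotype, stage and their interaction, for which the paper's text gives no threshold. Libraries were grouped by the conditions in their labels, and the pairing used for the replicate block comes from the replicate numbers in the labels and Table S2. *Lag3* and *Havcr2* were also compared between the LAG-3-sorted groups by two-sided exact permutation tests of log2 CPM (prior count 2). Principal components were computed with prcomp, centred and not scaled, after the variance-stabilizing transformation of DESeq2 1.42.0.

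Gene lists written for 11 processes or marker groups were tested among the called genes by one-sided Fisher's exact tests against all genes tested, adjusted over sets and directions, with 0.05 as the threshold. The KEGG and GO sets were not used here. The named genes are every gene that the paper's text names in its RNA-seq results, the genes of the proteins it stains, the 3 largest rises and the 3 largest falls among called genes in each comparison (at least 10 CPM), and the set members with the 3 smallest adjusted p. The floor was 3 counts. Alternatives were DESeq2, RLE size factors, CPM without TMM, no filter or a mean of at least 10 counts, the listed sex as a covariate, the replicate block, fits of only the 2 groups compared, other thresholds, other genes, scales and transformations for the principal components, camera of limma 3.58.1 (inter-gene correlation 0.01), Reactome sets of 10 to 500 genes read with fgsea 1.28.0, windows of 5 and 20 Mb around *Lag3* in place of 10 Mb, a correction for transcript length and GC content, the level of Y-linked transcripts, and each replicate left out in turn.

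The fits were tested on simulated data with 200 changed genes, drawn with edgeR's own dispersions. The comparisons simulated were LAG-3-high against LAG-3-low, the genotypes at P140 and the genotypes in the spinal cord. The false shares hold for that number of changed genes and do not carry over to the real calls. edgeR recovered 81% of them in the LAG-3-sorted, 86.5% in the stage and 99.5% in the spinal cord design, with 8.99%, 3.89% and 3.86% of the calls false; DESeq2 recovered 89.5%, 94% and 100%, with 42.8%, 50.8% and 4.31% false. With a dependence on transcript length added, 40.8%, 37.9% and 85.8% of the calls of edgeR were false, and 7.43%, 5.56% and 7.08% after the correction for length and GC content. No library of the 3 tables was left out. Flow cytometry, imaging, protein and behavioural data were not analysed here.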

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

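The test of mislabelled samples was chosen after the result was seen, and the list of granulocyte progenitor genes was written after the neutrophil genes were seen.

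Neutrophil genes, on which the paper does not report, had high counts in the LAG-3-low and WT sorts. The summed level of 10 neutrophil genes was 46210 ± 17390 CPM in LAG-3-low (SD, n = 5, 25150 to 67470), 489.4 ± 57.0 CPM in LAG-3-high (SD, n = 5, 429.8 to 563.3) and 29990 ± 25730 CPM in WT microglia (SD, n = 4, 6397 to 59740), without TMM. Genes of granulocyte progenitors were at 929.7 ± 648.8 CPM in LAG-3-low (SD, n = 5, 381.5 to 1837), 0 to 0.171 CPM in LAG-3-high and 0.212 to 415.3 CPM in WT microglia. For RNA from granulocyte progenitors as a source, 5 of the 6 progenitor genes tested were called lower in LAG-3-high than in LAG-3-low microglia (Fisher's exact test, p = 7.81e-08), beside 9 of the 10 neutrophil genes (Fisher's exact test, p = 6.25e-14). Both lists are of 1 lineage, so this does not tell progenitors from mature neutrophils. WT replicate 1 held 6397 CPM of neutrophil genes and 0.212 CPM of progenitor genes, and 4 of the 10 genes of monocytes and border macrophages tested were also called lower (median log2 fold change -8.19). Expression of these genes by microglia was not tested apart from RNA of other cells, so the 2 cannot be told apart.

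*Cst7* was at 167.6 CPM in LAG-3-low replicate 4, far from the 326.9 to 385.8 CPM of the other 4 libraries, and 26850 genes were detected in LAG-3-low replicate 1, far from the 21590 to 23050 of the others. Among 68 groups tested for a far sample 2 had one, and chance gives about 1 in 20, or 3.4. No biological explanation was tested.

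The genotype effect differed between P120 and P140 for 32 genes by the interaction term, among them *H6pd* (7.86), *C2cd2l* (5.78), *Zfp280b* (4.67), *H2-Aa* (-4.30) and *Sec61a2* (-2.19 on the log2 scale); 2541 genes had an unadjusted p under 0.05. Of the 32 splits that part every same-numbered pair, 3 gave as many genes, the real one included, and 8 of the others gave any, at most 59. Both others with as many, and 7 of the 8, left the genotypes at P140 as listed and exchanged them only at P120, so they still hold the genotype effect at P140 and do not show what a division by chance alone gives. These counts therefore neither show nor exclude a biological difference between the stages. With the listed sex, the level of Y-linked transcripts or the replicate number added to the model, no interaction was called. The listed sex was at odds with the transcripts in 9 of these libraries. Same-numbered libraries correlated with r between -0.066 and 0.0287 after removal of group means. The loss with these 2 terms therefore does not decide on sex or pairing.

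*Xist* and Y-linked transcripts were at odds with the listed sex in 11 libraries, 9 of the stage and 2 of the spinal cord experiment, and in 0 of the LAG-3-sorted libraries. In the stage experiment 8 libraries are listed as male and 3 were male by transcripts, and P140 SOD1 G93A/LAG-3-/- replicate 3 held both *Xist* (26.3 CPM) and Y-linked transcripts (203.4 CPM). A mislabelled sample within a group is a possible explanation in 1 of the 5 groups with a mismatch, the number whose listed sexes could be reached by reordering the libraries, and not in the others. Exchanging libraries between groups would not give the listed sexes either: with the library that held both, at most 4 libraries of the stage experiment could be male for 8 listed, and in the spinal cord 2 were male by transcripts for 4 listed. No biological explanation was tested.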

How the results depend on the processing

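The length and GC correction, alone and with the replicate block, the covariate of Y-linked transcripts, the transformation's trend fitted on fewer genes, DESeq2 with an absolute log2 fold change above 1 in the stage model and the *Lag3* counts divided by DESeq2 size factors were added after the data were seen; the other alternatives were set before the data were examined. The cause of each change given below was not tested. Among the summaries of the comparisons, 555 values under alternatives were near the main one or on its side of the threshold, 167 moved, 23 lost and 23 gained the threshold and 2 changed direction. Among the single named genes the numbers were 1793 unchanged in direction and side, 240 that lost the threshold, 29 that gained it and 29 that changed direction.

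With DESeq2, 929 genes were lower in LAG-3-high than in LAG-3-low microglia, 2841 were higher in LAG-3-low than in WT microglia, and the stage model gave 44 higher and 117 lower between genotypes at P120, 2511 higher and 1880 lower at P140, 342 higher and 135 lower between stages in SOD1 G93A/LAG-3-/- microglia and 925 higher and 402 lower for the interaction. With an absolute log2 fold change above 1 added, these were 40 higher and 113 lower at P120, 2240 higher and 957 lower at P140, 227 higher and 111 lower between stages in SOD1 G93A/LAG-3-/- and 907 higher and 343 lower for the interaction. On simulated data, DESeq2 gave 42.8% and 50.8% false calls in the LAG-3-sorted and stage designs, where edgeR gave 8.99% and 3.89%. In these designs only LAG-3-high against LAG-3-low and the genotypes at P140 were simulated, with 200 changed genes and edgeR's own dispersions. The shares therefore do not give the false share among the counts above. Gene sets among the DESeq2 calls had Benjamini-Hochberg adjusted p = 4.00e-06 (chemokine) and 1.06e-05 (phagocytosis) for the interaction and 0.0465 for cytokines lower at P140, by Fisher's exact test.

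With RLE size factors the interaction had 13 higher and 1 lower. Without a filter on low counts there were 1 higher and 6 lower at P120, 265 lower at P140, 171 higher and 8 lower for the interaction, 1446 lower in LAG-3-high and 958 lower in LAG-3-low than in WT microglia. In fits of only the 2 groups compared the counts were 327 higher and 1123 lower for LAG-3-high against LAG-3-low, 1121 higher and 1542 lower for LAG-3-high against WT, 909 higher and 812 lower for LAG-3-low against WT, 2 higher and 29 lower at P120 and 0 higher and 0 lower at P140, where 4495 genes of the full stage model had an unadjusted p under 0.05. Without TMM, the log2 difference in *Havcr2* was 0.16 between LAG-3-high and LAG-3-low and 0.0497 between LAG-3-low and WT microglia, the latter in the other direction.

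At an adjusted p under 0.05 there were 1 gene lower at P120, 527 higher and 115 lower at P140 and 7 higher and 1 lower for the interaction, and the cell cycle set among the genes lower in LAG-3-high than in LAG-3-low microglia had an adjusted Fisher's exact p of 0.0935. With an absolute log2 fold change above 1 in the stage model, 270 genes were lower at P140. Without that minimum 262 genes were higher in LAG-3-high than in LAG-3-low microglia, and 4096 higher and 4234 lower differed in the spinal cord.

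With the listed sex as a covariate there were 1 gene lower at P120, 336 lower at P140 and 0 higher and 0 lower for the interaction. With the level of Y-linked transcripts there were 1 lower at P120, 610 higher and 156 lower at P140, 467 higher and 923 lower between stages in SOD1 G93A/LAG-3+/+ microglia, 0 higher and 0 lower for the interaction and 952 lower in the spinal cord, and the log2 fold changes of *Apoe* (0.34) and *Gfap* (0.0595) in the spinal cord and of *Itgax* at P120 (-0.15) changed direction. Without a covariate the interaction had 2541 genes at an unadjusted p under 0.05.

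With the replicate block there were 1 gene lower at P120, 626 higher and 188 lower at P140, 0 higher and 0 lower for the interaction, where 2541 genes had an unadjusted p under 0.05 without the block, and 1295 lower in LAG-3-high and 824 lower in LAG-3-low than in WT microglia. The log2 differences between LAG-3-high and LAG-3-low microglia were 1.93 for *Lag3* and 0.53 for *Havcr2*, and adjusted Fisher's exact p-values were 0.0889 for cell cycle genes lower in LAG-3-high than in LAG-3-low, 0.0915 for chemokine genes higher at P140 and 0.0470 for phagocytosis genes higher in LAG-3-high than in WT microglia.

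With the length and GC correction there were 1 gene higher at P120, 747 higher and 204 lower at P140, 17 higher and 1 lower for the interaction, 1017 higher at P140 than at P120 in SOD1 G93A/LAG-3+/+ microglia, 1169 lower in LAG-3-low than in WT microglia and 278 higher in the spinal cord. Adjusted Fisher's exact p-values were 0.0207 for cytokines lower in the spinal cord, 0.00742 and 0.0295 for phagocytosis higher in LAG-3-high than in LAG-3-low and WT microglia, and the p for genes near *Lag3* in the spinal cord was 0.0302. Log2 fold changes in the other direction were those of *Chat* (-0.0371) and *Lamp1* (-0.0244) in the spinal cord, *Clec7a* for the interaction (0.42), *Itgax* between stages in SOD1 G93A/LAG-3+/+ (0.26) and *Tyrobp* in LAG-3-low against WT microglia (0.70). The median log2 fold change of all genes moved by over 0.1 in 5 comparisons, from -0.0823 to 0.0669 (LAG-3-high against WT), 0.0356 to 0.163 (LAG-3-low against WT), -0.219 to -0.382 (stages in SOD1 G93A/LAG-3+/+), 0.144 to 0.275 (P140) and 0.182 to 0.307 (interaction). The correlation of the changes with transcript length went past 0 in the stage model, from -0.257 to 0.170 between stages in SOD1 G93A/LAG-3+/+ and from 0.255 to -0.142 at P140, so the correction overshot there. For the interaction it went from 0.225 to -0.082. It grew with the correction between stages in SOD1 G93A/LAG-3-/- microglia, from -0.0922 to 0.173, and between genotypes at P120, from -0.00266 to -0.124.

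With the block and the correction together there were 1 gene lower at P120, 137 higher and 28 lower at P140, 0 higher and 0 lower for the interaction (2541 at an unadjusted p under 0.05 without either), 863 higher and 1684 lower between stages in SOD1 G93A/LAG-3+/+, 941 lower in LAG-3-high and 634 lower in LAG-3-low than in WT microglia, and 266 higher in the spinal cord, and *Chat* (-0.0131), *Lamp1* (-0.0251), *Clec7a* (0.41), *Itgax* (0.24) and *Tyrobp* (0.69) changed direction in the comparisons just named.

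By limma's camera, adjusted p-values were 1.55e-06 (chemokine), 0.000689 (phagocytosis) and 0.00468 (cytokines) for the interaction, 0.000579 for cytokines in the spinal cord, and 0.0377 and 0.0265 for phagocytosis in LAG-3-high against LAG-3-low and against WT microglia. The inter-gene correlation was fixed at 0.01, so these are too small where genes of a set move together more. With the Reactome sets closest in name, adjusted Fisher's exact p-values were 1 for the cell cycle and 1 for the lysosome in LAG-3-high against LAG-3-low microglia, 1 for the lysosome against WT, 0.696 for chemokines at P140 and 1 for innate immunity in the spinal cord. In that order of processes the sets were Cell Cycle, Mitotic, Lysosome Vesicle Biogenesis, Chemokine receptors bind chemokines and Innate Immune System. Their overlap with the lists was not examined, so they do not test the same genes again.

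The first principal component held, in percent of the variance of the spinal cord, LAG-3-sorted and stage libraries, 56.7, 41.3 and 34.1 with the 500 most variable genes (the second of the LAG-3-sorted libraries 35.3) and 50.8, 30.3 and 30.6 with every gene with at least 1 count. In the spinal cord and stage libraries it held 52.6 and 36.9 with genes scaled to unit variance and 56.4 and 29.4 with log2 CPM. With the trend fitted on fewer genes it held 40.6 in the LAG-3-sorted and 46.00 in the stage libraries, and the second held 15.99 in the LAG-3-sorted libraries.

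When each replicate was left out in turn, the counts ranged over 89 to 128 higher and 281 to 410 lower for LAG-3-high against LAG-3-low, 1660 to 3114 higher and 1952 to 2968 lower for LAG-3-high against WT, 1427 to 3235 higher and 1395 to 2540 lower for LAG-3-low against WT, 1348 to 2175 higher and 1870 to 3080 lower between stages in SOD1 G93A/LAG-3+/+, 0 to 4 higher and 0 to 1 lower between stages in SOD1 G93A/LAG-3-/- (1658 genes at an unadjusted p under 0.05 with every replicate), 0 to 1 higher and 1 to 3 lower at P120, 83 to 2439 higher and 12 to 1701 lower at P140, 0 to 1187 higher and 0 to 526 lower for the interaction and 652 to 1036 higher and 497 to 772 lower in the spinal cord. Log2 differences in *Havcr2* ranged from 0.46 to 0.60 (LAG-3-high against LAG-3-low), 0.33 to 0.68 (LAG-3-high against WT) and -0.20 to 0.15 (LAG-3-low against WT), and in *Lag3* from 1.90 to 2.08, 5.27 to 6.61 and 3.29 to 4.64. The first component ranged from 61.4 to 67.8 (spinal cord), 31.6 to 39.01 (LAG-3-sorted) and 32.95 to 35.1 (stage), and the second from 13.7 to 19.3 (LAG-3-sorted).

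Over the same fits, adjusted Fisher's exact p-values ranged from 1.08e-05 to 0.298 for cell cycle and 0.0580 to 0.315 for phagocytosis genes in LAG-3-high against LAG-3-low, 0.0120 to 0.282 for phagocytosis in LAG-3-high against WT microglia, 2.53e-07 to 1 for chemokines, 3.01e-10 to 0.559 for phagocytosis and 0.158 to 1 for cytokines at P140, 1.68e-07 to 1 for chemokines, 4.23e-12 to 1 for phagocytosis and 0.0545 to 1 for cytokines for the interaction, and 0.00137 to 1 for cytokines and 2.70e-19 to 1.41e-06 for innate immunity in the spinal cord. Genes whose log2 fold change took both signs were *Apoe* (-1.48 to 0.31), *Axl* (-0.60 to 0.0549) and *Itgax* (-0.36 to 0.40) at P120, *Apoe* (-1.45 to 0.33) and *Clec7a* (-0.72 to 0.25) for the interaction, *Axl* between stages in SOD1 G93A/LAG-3-/- (-0.31 to 0.66), *Tyrobp* in LAG-3-low against WT microglia (-0.75 to 0.22), and *Apoe* (-0.31 to 0.10), *Chat* (-0.12 to 0.31) and *Lamp1* (-0.0337 to 0.0998) in the spinal cord.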

Differences from the paper's values

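Here a gap counts as closed where neither value is more than 1.5 times the other, which leaves room for a difference below that.

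Between LAG-3-high and LAG-3-low microglia the paper's counts are 331 genes higher and 1183 lower, and 135 and 441 were called here. For the higher genes the gap closed in fits of only the 2 groups compared (327) and without a fold change minimum (262), and for the lower genes with DESeq2 (929) and in fits of only the 2 groups compared (1123). The other alternatives set before the data were examined closed neither gap.

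For the first principal component of the LAG-3-sorted libraries the paper's share is 23.6% and the share here 37.1%; it was 30.3% with every gene with at least 1 count and 31.6% without WT replicate 4, which closed the gap, and the other alternatives set before the data were examined did not. For the stage libraries the paper's share is 79.2% and the share here 34.7%, and none of the alternatives set before the data were examined closed the gap; with the transformation's trend fitted on fewer genes, chosen after seeing the values, it was 46.0%, which did not close it either.

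In the stage model, the paper's count between stages in SOD1 G93A/LAG-3-/- microglia is about 300 in Fig. 4B, read by eye, and 0 genes were called here (1658 at an unadjusted p under 0.05); none of the alternatives set before the data were examined closed the gap, and DESeq2 with an absolute log2 fold change above 1, chosen after seeing the values, gave 338. Between genotypes at P120 the paper's count is about 100 in Fig. 4B, read by eye, and 2 were called here; none of the alternatives set before the data were examined closed the gap, and DESeq2 with the fold change minimum, chosen after seeing the values, gave 153, which did not close it either. At P140 the paper's count is about 3100 in Fig. 4B, read by eye, and 1908 were called here; the gap closed with RLE size factors (2112), with DESeq2 (4391), without P140 SOD1 G93A/LAG-3+/+ replicate 1 (2609), without P140 SOD1 G93A/LAG-3-/- replicate 1 (4140) and, chosen after seeing the values, with DESeq2 and the fold change minimum (3197), and the other alternatives set before the data were examined did not close it. For the interaction the paper's count is about 1200 in Fig. 4B, read by eye, and 32 were called here; the gap closed with DESeq2 (1327), without P140 SOD1 G93A/LAG-3-/- replicate 1 (1713) and, chosen after seeing the values, with DESeq2 and the fold change minimum (1250), and the other alternatives set before the data were examined did not close it.

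For *Lag3* in TPM the paper's levels are about 90 in WT, about 730 in LAG-3-low and about 2700 in LAG-3-high microglia in Fig. 2B, read by eye, and the levels here are 4.61, 44.5 and 138.0. Leaving out each replicate in turn did not close the gap. Counts divided by DESeq2 size factors, chosen after seeing the values, were 72.1, 720.5 and 2706.

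The paper gives *Cx3cr1* as lower in LAG-3-high than in LAG-3-low microglia, and its log2 fold change here was 0.19 (adjusted p = 0.772 by edgeR with Benjamini-Hochberg adjustment). It gives *P2ry12* and *Selplg* as lower too; here they fell by 0.88 (edgeR adjusted p = 0.0507) and 0.43 (edgeR adjusted p = 0.586), under the fold change minimum. *P2ry12* was called without that minimum and without LAG-3-low replicate 1 (-1.02), and *Selplg* passed the adjusted p, though not the minimum, in the fit of only the 2 groups compared. *Tyrobp*, *Apoe*, *Lpl*, *Itgax* and *Axl*, which the paper gives as higher, were not called here. All 5 were called in the fit of only the 2 groups compared, *Apoe* with DESeq2 (adjusted p = 0.0997), *Itgax* (edgeR adjusted p = 0.0880) and *Tyrobp* (edgeR adjusted p = 0.000168) with the length and GC correction and *Tyrobp* with the replicate block besides, the last 2 settings chosen after seeing the values. *Havcr2*, which the paper gives as higher, had an edgeR adjusted p of 0.182, and 0.00638 in the fit of only the 2 groups compared and 0.0681 with the length and GC correction, chosen after seeing the values.

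The paper gives cell proliferation as lower in LAG-3-high than in WT microglia; here 7 of 113 cell cycle genes were lower where 16.9 were expected (Fisher's exact test, adjusted p = 1). It gives phagocytosis as higher there, and the adjusted Fisher's exact p here was 0.139; the set passed with camera (0.0265), with the replicate block (0.0470), without WT replicate 3 (0.0120), without WT replicate 4 (0.0333) and, chosen after seeing the values, with the length and GC correction (0.0295). It gives natural killer cell cytotoxicity as higher in SOD1 G93A/LAG-3-/- microglia at P120, where 0 genes were called higher here (551 genes at an unadjusted p under 0.05), and none of the alternatives run for that set passed. For the interaction it gives phagocytosis and chemokine signaling as positive and inflammatory pathways as negative, and the adjusted Fisher's exact p was 1 for each here. Phagocytosis and chemokine sets passed with DESeq2 (1.06e-05 and 4.00e-06), with camera (0.000689 and 1.55e-06), without P140 SOD1 G93A/LAG-3+/+ replicate 1 (0.000788 for each) and without P140 SOD1 G93A/LAG-3-/- replicate 1 (4.23e-12 and 1.68e-07), and the cytokine set with camera (0.00468). Of the MHC class II genes, 1 of 10 was called negative (adjusted Fisher's exact p = 0.0236; 2.41e-08 with camera). It gives regulation of cytokine production as lower in SOD1 G93A/LAG-3-/- spinal cord; the adjusted Fisher's exact p here was 1, and the set passed with camera (0.000579), without SOD1 G93A/LAG-3+/+ replicate 2 (0.00137), without SOD1 G93A/LAG-3-/- replicate 1 (0.0166) and, chosen after seeing the values, with the length and GC correction (0.0207). The paper places SOD1 G93A/LAG-3-/- libraries of both stages near each other on the first component, and here P140 SOD1 G93A/LAG-3-/- replicate 1 scored 66.9, and replicates 2 and 3 scored -32.8 and -47.8.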

Other observations

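The tests of genes near *Lag3* were chosen after the results were seen.

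Cell cycle genes were enriched among the genes lower in LAG-3-high than in LAG-3-low microglia. After every library was thinned to 9403286 counts the set had a Benjamini-Hochberg adjusted p of 5.53e-05 by Fisher's exact test, with 118 genes called higher and 445 lower, so library size does not explain it. RNA from neutrophils or their precursors was tested as an explanation: over the 12 stage libraries, for which no LAG-3 gate was used, neutrophil and cell cycle scores had a Spearman rho of 0.469 (permutation p = 0.127) and a Pearson r of 0.501 (permutation p = 0.099; r = 0.329 without the 2 farthest libraries). Other comparisons point both ways. Between LAG-3-high and WT microglia, which also differ by disease, 9 of 10 neutrophil and 5 of 6 granulocyte progenitor genes were called lower too (median log2 fold change -12.8 and -8.07), yet 7 of 113 cell cycle genes were lower where 16.9 were expected (median log2 fold change 0.0455, camera adjusted p = 0.398). Between LAG-3-low and WT microglia, which differ by disease as well, the medians of neutrophil and progenitor genes were 1.04 and 2.61, and 31 of 113 cell cycle genes were higher where 12.3 were expected (Fisher's exact test, adjusted p = 8.47e-06). At P120, progenitor genes were at 0 to 0.158 CPM in SOD1 G93A/LAG-3-/- and 8.40 to 35.1 CPM in SOD1 G93A/LAG-3+/+ microglia, and cell cycle genes had a median log2 fold change of -0.65 between them (camera adjusted p = 9.17e-13; 0 called, 551 of all genes at an unadjusted p under 0.05). The pattern cannot be told apart from that explanation.

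Oxidative phosphorylation genes were higher in SOD1 G93A/LAG-3-/- spinal cord, where the changes of all genes ran with transcript length (Spearman rho -0.486, and 0.00458 after the length and GC correction). The median log2 fold change of 99 genes of the set, 0.976, was at percentile 100 among 10000 lists matched on length, GC content and expression (median 0.391, upper limit 0.541; lists matched on expression alone had a median of -0.0677). After the correction the median was 0.504, and 6 of the 278 genes called higher were in the set (Fisher's exact test, adjusted p = 0.0207), so length and GC content explain the change in part. Cytosolic ribosomal protein genes had a median of 0.749, and 0.293 after the correction, and mitochondrially encoded ones 1.19 and 0.884. The mitochondrial share of counts was 12.5 ± 3.90% in SOD1 G93A/LAG-3-/- and 5.88 ± 1.14% in SOD1 G93A/LAG-3+/+ spinal cord (SD, n = 3 each). Innate immune genes were enriched among the lower genes after the same correction too (Fisher's exact test, adjusted p = 0.0147).

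Between stages in SOD1 G93A/LAG-3+/+ microglia 3129 genes were called after the length and GC correction against 5118 without it, and *Lag3* fell by 1.388 on the log2 scale after it and by 1.19 without it. The level of Y-linked transcripts as a covariate lowered the number called further. By transcripts, 2 of the 3 P120 and 0 of the 3 P140 libraries of this genotype were male, so a part played by sex cannot be excluded. The first principal component and the number of genes detected had a Spearman rho of -0.741 (permutation p = 0.00796) and a Pearson r of -0.969 (permutation p = 0.00023) over the 12 libraries, so in SOD1 G93A/LAG-3+/+ microglia the stage effect cannot be told apart from the number of genes detected, which was 18896 to 20489 in P140 SOD1 G93A/LAG-3+/+ and 24136 to 24942 in P120 SOD1 G93A/LAG-3+/+ libraries. Of the P140 SOD1 G93A/LAG-3-/- libraries, replicate 1 had 20260 genes detected and scored 66.9, and replicates 2 and 3 had 23896 and 23459 and scored -32.8 and -47.8. Between genotypes at P140, 951 genes were called after the correction and 766 with the level of Y-linked transcripts as a covariate, against 1908. Transcript length and GC content are therefore a candidate explanation for part of this effect. By transcripts, 0 libraries of either P140 group were male and 1 held both kinds, so the drop with the covariate does not decide on sex. With the replicate block the count also dropped, to 814. In the spinal cord 2067 genes were called with the level of Y-linked transcripts, against 1331 without it. Its libraries were male by transcripts in 0 of 3 SOD1 G93A/LAG-3+/+ and 2 of 3 SOD1 G93A/LAG-3-/- mice, so sex and genotype partly coincided there.

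Counts of called genes were compared with those of other splits that part every same-numbered pair. As many genes were called in 1 of 16 splits, the real one, for LAG-3-high against LAG-3-low (0 genes in any other split; 1988 at an unadjusted p under 0.05 in the real one), LAG-3-high against WT (at most 467 genes, in 2 others) and LAG-3-low against WT (at most 841 genes, in 5 others). In the stage experiment this held for 1 of 4 splits, the real one, between stages in SOD1 G93A/LAG-3+/+, between genotypes at P120 and between genotypes at P140 (1201 genes in 1 other split), and for 4 of 4 between stages in SOD1 G93A/LAG-3-/-, where 0 genes were called (1658 at an unadjusted p under 0.05). In the spinal cord it held for 1 of 4 splits. Splits that leave same-numbered libraries in the same group were not counted, and with 16 or 4 splits no share can be under 0.05, so these shares alone do not decide whether a division by chance gives as many.

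Flanking sequence of the strain in which *Lag3* was targeted could change genes near it. Within 10 Mb of *Lag3*, which was left out, 13 of 189 genes were called in the spinal cord (14.2 expected; one-sided Fisher's exact test, p = 0.670) and 15 of 223 in microglia at P140 (22.8 expected; Fisher's exact test, p = 0.973). In the spinal cord the Fisher's exact p was 0.0302 after the length and GC correction (16 genes, 9.55 expected), 0.348 for 5 Mb, 0.734 for 20 Mb, 0.564 with DESeq2, 0.545 with the replicate block and from 0.150 to 0.837 with single replicates left out. *Clec7a* lies 4.55 Mb from *Lag3*.

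Genes of proteins that the paper stains were measured as RNA, by edgeR with Benjamini-Hochberg adjustment. In SOD1 G93A/LAG-3-/- spinal cord *Clec7a* had a log2 fold change of -1.73 (95.6 ± 22.9 CPM in SOD1 G93A/LAG-3+/+, 29.0 ± 10.2 CPM in SOD1 G93A/LAG-3-/-, SD, n = 3 each, edgeR adjusted p = 0.00453), *Cd68* of -0.85 (edgeR adjusted p = 0.0213), *Gfap* of -0.33 (edgeR adjusted p = 0.257), *Lamp1* of 0.04, *Chat* of 0.05, *Axl* of -0.74 (235 ± 27.0 CPM in SOD1 G93A/LAG-3+/+, 141 ± 19.2 CPM in SOD1 G93A/LAG-3-/-, SD, n = 3 each, edgeR adjusted p = 0.00180) and *Aif1* of 0.36 (13.7 ± 3.13 CPM in SOD1 G93A/LAG-3+/+, 17.7 ± 5.62 CPM in SOD1 G93A/LAG-3-/-, SD, n = 3 each, edgeR adjusted p = 0.260; from 0.0716 to 0.50 with single libraries left out). *Cd68* had a log2 fold change of 1.01 (edgeR adjusted p = 0.00375), *Lamp1* of 1.49 (edgeR adjusted p = 0.0639) and *Gfap* of 2.71 (edgeR adjusted p = 0.0356) in LAG-3-high against LAG-3-low microglia, and *Lamp1* of 1.77 (edgeR adjusted p = 0.149) and *Cd68* of -0.85 (edgeR adjusted p = 0.0822) between genotypes at P140.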
